# Nicotinamide promotes cardiomyocyte derivation and survival through kinase inhibition in human pluripotent stem cells

**DOI:** 10.1038/s41419-021-04395-z

**Published:** 2021-11-29

**Authors:** Ya Meng, Chengcheng Song, Zhili Ren, Xiaohong Li, Xiangyu Yang, Nana Ai, Yang Yang, Dongjin Wang, Meixiao Zhan, Jiaxian Wang, Chon Lok LEI, Weiwei Liu, Wei Ge, Ligong Lu, Guokai Chen

**Keywords:** Regenerative medicine, Kinases, Target identification, Stem-cell differentiation

## Abstract

Nicotinamide, the amide form of Vitamin B3, is a common nutrient supplement that plays important role in human fetal development. Nicotinamide has been widely used in clinical treatments, including the treatment of diseases during pregnancy. However, its impacts during embryogenesis have not been fully understood. In this study, we show that nicotinamide plays multiplex roles in mesoderm differentiation of human embryonic stem cells (hESCs). Nicotinamide promotes cardiomyocyte fate from mesoderm progenitor cells, and suppresses the emergence of other cell types. Independent of its functions in PARP and Sirtuin pathways, nicotinamide modulates differentiation through kinase inhibition. A KINOMEscan assay identifies 14 novel nicotinamide targets among 468 kinase candidates. We demonstrate that nicotinamide promotes cardiomyocyte differentiation through p38 MAP kinase inhibition. Furthermore, we show that nicotinamide enhances cardiomyocyte survival as a Rho-associated protein kinase (ROCK) inhibitor. This study reveals nicotinamide as a pleiotropic molecule that promotes the derivation and survival of cardiomyocytes, and it could become a useful tool for cardiomyocyte production for regenerative medicine. It also provides a theoretical foundation for physicians when nicotinamide is considered for treatments for pregnant women.

## Introduction

Vitamins are indispensable nutrients for daily functions in the human body. Vitamins are also essential for embryonic development, so they are often supplemented to pregnant women to reduce the risk of birth defects [1–4]. For example, Vitamin B3 supplement is prescribed to avert birth defects of spine and heart [5], indicating its potential roles in mesodermal differentiation. However, little is known about how vitamin B3 supplement could impact embryogenesis during the pregnancy.

Vitamin B3 is the precursor for ß-nicotinamide adenine dinucleotide (NAD^+^), which is essential in many oxidation and reduction reactions [6]. Vitamin B3 contains three family members, including niacin, nicotinamide, and nicotinamide riboside that possesses various additional functions regulating cellular physiology. Nicotinamide has been used at high doses to treat various diseases, such as schizophrenia, depression, Alzheimer’s disease, diabetes, and cancer [7–12]. Nicotinamide demonstrates beneficial effects in fetal development as insufficient nicotinamide intake increases the risk of congenital heart defects (CHD) at birth [13, 14]. At the same time, nicotinamide is often used to treat pregnant women with preeclampsia, a pregnancy complication characterized by high blood pressure [15]. Nicotinamide decreases blood pressure and endotheliosis in the mothers, and corrects the growth restriction in the pups [16]. Moreover, nicotinamide is implicated in the early development of mouse embryo in vitro [17]. Nicotinamide was often regarded as an inhibitor of PARP and Sirtuin pathways [12, 18]; however, there is limited evidence to directly support this role [11, 19–21]. We recently reveal that nicotinamide promotes stem cell survival and differentiation by inhibiting ROCK and CSNK1 kinases [22, 23]. Although it has been empirically utilized during pregnancy, it is essential to understand how nicotinamide regulates human embryonic development and stem cell differentiation to support its use in translational and clinical applications.

Human embryonic stem cells (hESCs) resemble post-implantation epiblast stem cells, and have the potential to differentiate to all cell types in the human body. Nicotinamide is beneficial for hESC survival after dissociation, and it also facilitates the differentiation into neural and pancreatic cell types [24–26]. Considering nicotinamide’s applications in preventing cardiovascular defects during pregnancy, we examine the molecular mechanism of nicotinamide in regulating mesodermal differentiation from hESCs in chemically defined conditions. Notably, nicotinamide alone is sufficient to induce cardiomyocyte differentiation, and it acts independently of the canonical WNT pathway. To understand the mechanism of nicotinamide, we identify 14 novel nicotinamide targets via a 468-kinase inhibition screen. Nicotinamide promotes cardiac differentiation through p38 MAP kinase inhibition. Besides that, nicotinamide also improves the survival of hESC-derived cardiomyocytes through ROCK inhibition. Our findings demonstrate that nicotinamide is a multi-functional modulator in cardiac differentiation and production, implying its potential impact on embryogenesis when it is prescribed as a nutrition supplement for pregnant women.

## Materials and methods

The experiments in this study were approved by the Institutional Review Board at University of Macau and Zhuhai People’s Hospital. All the experiments were performed following all the relevant and applicable governmental and institutional regulations and guidelines.

### Materials

H1 and H9 hESC lines were obtained from WiCell Institute, and human-induced pluripotent stem cell (hiPSC) NL4 was obtained from the National Institutes of Health, USA. H1 hESCs were used for most experiments unless otherwise stated. The usage of hESCs and hiPSCs was approved by the Institutional Review Board at the University of Macau. The materials used in this study were summarized in Supplementary Table 1.

### hPSC culture and maintenance

hPSCs were maintained in home-made E8 medium following the published protocol [27]. Briefly, hPSCs were cultured in E8 medium on matrigel-coated plates for 3−4 days, and then passaged using DPBS-EDTA. ROCK inhibitor Y-27632 (Selleck) 3 μM was applied to improve the cell viability during passaging.

### Mesoderm differentiation

hESCs were seeded on matrigel-coated plate and cultured for 2 days in E8 medium. All the experiments of differentiation were performed in the E5 basal medium which containing DMEM/F12 (Thermo), holo-transferrin (Sigma, 10 μg/mL), L-ascorbic acid-2-phosphate magnesium (Sigma, 64 μg/mL), sodium selenite (Sigma, 14 ng/mL) and chemically defined lipid concentrate (Gibco). When the cell confluency was about 60−80%, 5 μM CHIR99021 (Selleck) was applied for 1 day to induce mesoderm differentiation in E5 basal medium. In order to suppress spontaneous cardiac differentiation, 1 μg/mL insulin (Sigma) was added to E5 basal medium on day 1 for one day. Different treatments or combinations were added to the cells from day 2 to day 5 in E5 medium, including IWP-2 (Selleck, 3 μM), VEGF (Peprotech, 50 ng/mL), and nicotinamide (Sigma, 10−20 mM). Nicotinamide stock solution (1 M) was prepared under sterile conditions with DMEM/F12, and applied 1:100 (final 10 mM) or 1:50 (final 20 mM) to E5 medium. E5 medium with no treatment was used as control. After day 5, differentiated cells were cultured in E5 medium till day 7, and then 10 μg/mL insulin was added to the culture medium to maintain differentiated cells.

### Cardiac differentiation

After mesodermal induction by CHIR99021 on day 1, 3 μM IWP-2 was applied between day 2 and day 5 as positive control. Nicotinamide was added at the indicated times or doses to optimize the differentiation protocol. In routine practices, nicotinamide was added from day 1 to day 5. Then the modulators related to nicotinamide were used in cardiac differentiation from day 1 to day 5 unless otherwise mentioned. The concentration of modulators used in this study: Niacin (Sigma) 10 mM, EX527 (SIRT1i, Selleck) 10 μM, AZD2281 (PARPi, Selleck) 100 nM, Y27632 (ROCKi, Selleck) 10 μM, SB202190 (P38i, Selleck) 10 μM, D4476 (CSNK1i, Selleck) 10 μM or BIX02189 (MEK5i, Selleck) 5 μM.

### Zebrafish

The maintenance and larvae treatment of Tg (Fli1:EGFP) transgenic zebrafish were performed as previously reported [28]. The usage of transgenic zebrafish was approved by the Institutional Review Board at University of Macau. The transgenic zebrafish embryos were randomly subjected to 10 mM nicotinamide at 18−24 h post-fertilization. After 3 days of treatment, images of zebrafish were taken with SMZ18 (Nikon) Stereomicroscope.

### RNA extraction and qPCR

Total RNAs of hESCs and differentiated cells were isolated using RNAiso Plus (Takara), and then cDNA was synthesized with high-capacity cDNA reverse transcription kit (Thermo). qPCR was performed using SYBR Premix Ex Taq^TM^ (Takara) on QuantStudio^TM^ 7 Flex Real-Time PCR System. Target gene levels were normalized to TATA-Box Binding Protein (TBP) using delta−delta Ct method. qPCR primers were ordered from IDT, and primer sequences were listed in Supplementary Table 1.

### Flow cytometry

The cells were dissociated with TrypLE (Gibco) at the indicated time. After neutralization with 5% FBS, cells were fixed by 1% paraformaldehyde (Sigma) for 10 min at room temperature, and then permeabilized by 0.1% triton X-100 (Sigma) for 10 min. After washing, cells were incubated in the primary antibodies at 1:100 dilution for TNNT2 (DSHB) at 4 °C overnight. The cells were washed with PBS for three times before the incubation with specific secondary antibodies (goat-anti-mouse Alexa 488) at 1:500 dilution at room temperature for 30 min. Cells were then washed and resuspended in PBS for flow cytometry analyses by BD C6.

### Immunocytochemistry

Differentiated cells were washed with PBS and fixed with 4% paraformaldehyde for 10 min at room temperature, and then permeabilized by 0.1% triton X-100 (Sigma) for 10 min. After washing and blocking, cells were incubated in the primary antibodies of NKX2.5 (Santa cruz, sc-14033), TNNT2 (DSHB, CT3), α-Actinin (Abcam, ab68167) or β-Catenin (Santa cruz, sc-59737) at 1:100 dilution in 1% BSA at 4 °C overnight. Cells were washed with PBS for three times, and then incubated with alexa 488 conjugated goat anti-mouse antibody (Jackson, 115-545-071) and/or alexa 594 conjugated donkey anti-rabbit antibody (Jackson, 711-585-152) at 1:500 dilution for 1 h at room temperature. After removing the secondary antibodies, the cells were incubated with DAPI for 10 min at room temperature. Finally, the samples were washed three times and then mounted with vectashield (Vector Laboratories). Images were taken using Carl Zeiss Confocal LSM710 or Leica confocal SP8. Sarcomere length was analyzed using Leica Application Suite X (LAS X).

### Electrophysiology analysis

The electrophysiology analysis was performed by HELP Stem Cell Innovations Ltd. Company. Firstly, cardiomyocytes were plated on matrigel-coated slides in 24-well plate, and cultured for 2 days. Then current signals were recorded using EPC 10 USB—Heka Patch Clamp Amplifiers. Patch pipettes were prepared in a Sutter P-97 micropipette puller, and filled with internal fluid with the resistances of between 2 and 5 MΩ. The liquid junction potential was 5.946 mV, and the correction was performed by the EPC10 USB Amplifier (HEKA) automatically. All experiments were performed at 37 °C. The recordings were measured without external pacing, both types of cardiomyocytes exhibit spontaneous beating. PatchMaster software was used for data acquisition, and Clampfit software was applied for data analysis. The raw data was presented without further filtering, with a sampling rate of 20 kHz.

### Western blot

Cardiomyocytes were dissociated by TrypLE around day 10, and different doses of nicotinamide or ROCK inhibitor Y27632 10 μM were added in the medium for 1 h. The protein was harvested after 1 h for western blot [22]. Briefly, 40 μg protein of each sample was separated by electrophoresis with SDS-PAGE gels, and then transferred to PVDF membranes. The membranes were first blocked with 5% non-fat milk, and then incubated with antibodies against p-MLC (Ser19) 1:500 (Cell Signaling, 3671), MLC 1:1000 (Sigma, M4401), or Actin 1:2000 (Santa Cruz, sc-47778) overnight at 4 °C. After washing, the membranes were incubated with HRP-secondary antibodies (Jackson, 115-035-146 or 111-035-144) for 2 h at room temperature. Chemiluminescence was detected using SuperSignal^TM^ West Pico PLUS Chemiluminescent Substrate (Thermo) or West Dura Extended Duration Substrate (Thermo).

### Kinase screening

The kinase screening was performed by DiscoverX [22]. Briefly, all the kinases were expressed in HEK-293 cells or BL21 strain, and then DNA tags were added on the kinases to detect the binding affinity. Affinity beads were prepared by incubation of the streptavidin-coated magnetic beads with biotinylated ligands. After blocking and washing, the affinity resins were removed, and affinity beads with ligands were used in the binding reaction together with test compounds and kinases. After reactions, the beads were washed and eluted, and kinase concentration was determined by qPCR. Binding activities of nicotinamide with MEK5, P38α, and P38γ were determined, and 9 doses of nicotinamide with three-fold dilution were used with the same method.

% Ctrl calculation

$$[\frac{{{{{\mathrm{test}}}}\;{{{\mathrm{compound}}}}\;{{{\mathrm{signal}}}} - {{{\mathrm{positive}}}}\;{{{\mathrm{control}}}}\;{{{\mathrm{signal}}}}}}{{{{{\mathrm{negative}}}}\;{{{\mathrm{control}}}}\;{{{\mathrm{signal}}}} - {{{\mathrm{positive}}}}\;{{{\mathrm{control}}}}\;{{{\mathrm{signal}}}}}}] \times 100$$

Test compound: nicotinamide

Negative control: DMSO (100% Ctrl)

Positive control: The specific kinase inhibitors were used as control compound (0% Ctrl)

### P38δ activity measurement

The measurement was performed following the protocol provided by Promega. Briefly, 50 ng P38δ, 5 μM ATP, 0.5 μg substrate, and inhibitors were added for the reaction in 96-well plate. The final concentration of SB202190 was 10 μM, and 20 mM nicotinamide was diluted by three fold for 8 points in the reaction. After 1 h incubation at room temperature, 25 μL ADP-Glo^TM^ reagent was added, and reacted for 40 min at room temperature. Then 50 μL kinase detection reagent was added, followed by 30 min of incubation at room temperature. Luminescence was examined using PerkinElmer Victor X3 Microplate Reader.

% P38δ activity calculation

$$[\frac{{{{{\mathrm{test}}}}\;{{{\mathrm{compound}}}}\;{{{\mathrm{signal}}}} - {{{\mathrm{background}}}}\;{{{\mathrm{signal}}}}}}{{{{{\mathrm{negative}}}}\;{{{\mathrm{control}}}}\;{{{\mathrm{signal}}}} - {{{\mathrm{background}}}}\;{{{\mathrm{signal}}}}}}] \times 100$$

Test compound signal: reaction with nicotinamide or SB202190

Background signal: reaction without substrate

Negative control signal: reaction without inhibitor.

### Microarray

The microarray experiment was performed following the previous publication [29]. H1 cells were treated with or without nicotinamide for 3 days, and RNA was isolated using RNAiso Plus. Then cRNA was synthetized with SuperScript III kit and TargetAmp™-Nano Labeling Kit (Epibio). Samples were hybridized using HumanHT-12 v4 Expression BeadChip Kit (Illumina), and then the RNA chip slides were examined by the iScanner (Illumina). The differentiated cells induced by IWP-2, nicotinamide, or SB202190 were harvested after 10 days of differentiation, and RNA was extracted and performed for microarray with the same method.

### Bioinformatics analyses

The data of microarray were analyzed based on the method reported previously [29]. Briefly, data were processed using the arrayanalysis.org portal (www.arrayanalysis.org). Genes with a fold change ≥ 1.5 or 2 were considered differentially expressed. Heatmap was generated using the {pheatmap} package in R. Gene ontology and KEGG pathway enrichment analyses were performed through Database for Annotation, Visualization and Integrated Discovery (DAVID) (https://davidd.ncifcrf.gov/) version 6.7. The cell type analysis was performed by Enrichr (http://amp.pharm.mssm.edu/Enrichr/). The accession numbers for the microarray data in this study is GEO: GSE154455.

### Statistical analysis

The heatmap with clustering was created by R 3.4.2 software, and other heatmaps were generated by GraphPad Prism 7. Data are shown as mean ± SD of three independent experiments unless otherwise specified. Two-tailed Student’s t-test was performed for statistical analysis, and *p* < 0.05 was considered statistically significant.

## Results

### Nicotinamide promotes cardiomyocyte differentiation from mesoderm progenitor cells

In order to understand the molecular mechanism of nicotinamide in human embryonic development, we analyzed global gene expression data of hESCs treated with nicotinamide in E8 maintenance medium in our previous report [22]. Nicotinamide modulated the gene expression that is involved in the development of various organs such as heart, vascular system, brain, and kidney (Supplementary Fig. 1A, B). These data suggest that nicotinamide could play active roles in hESC fate determination in multiple lineages.

It is unclear how nicotinamide influences mesoderm differentiation, so we inspected its impact on mesodermal progenitor cells. Mesoderm progenitor cells were induced from hESCs through WNT pathway activation by GSK3β inhibitor CHIR99021, and they could then further differentiate to somatic cell types including endothelial cells, smooth muscle cells, mesenchymal stem cells, hepatocytes, and cardiomyocytes (Fig. 1A, B). When nicotinamide was added from day 2 to day 5, cardiomyocyte gene expression was elevated, but other cell types were suppressed (Fig. 1B). Then we compared the impact of nicotinamide with common cardiac inducer IWP-2. Nicotinamide or IWP-2 alone was sufficient to induce cardiomyocyte differentiation with the similar expression level of cardiomyocyte markers *TNNT2* and *NKX2-5* (Fig. 1C, D). When the two compounds were applied together, they synergistically promoted cardiomyocyte differentiation, and suppressed epicardium marker gene *WT1* expression (Fig. 1C). This synergistic effect was also observed in hESC H9 and iPSC NL4 cell lines. (Supplementary Fig. 1C, D). These results suggest that nicotinamide might induce cardiomyocyte differentiation through a distinctive pathway from WNT inhibition, and the nicotinamide-associated pathway can complement WNT inhibition to improve cardiac differentiation in defined conditions.

**Fig. 1:**
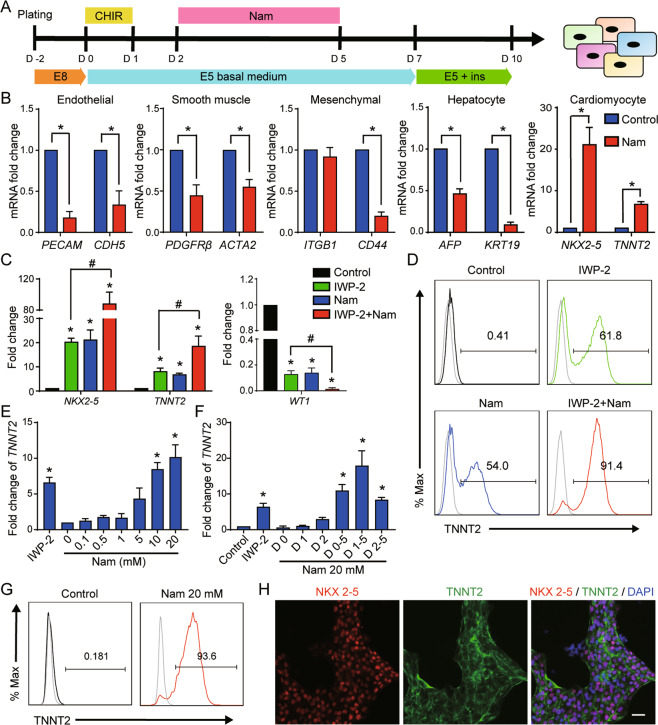
Effect of nicotinamide on mesodermal differentiation. **A** The schematic diagram showing the protocol of mesoderm differentiation with or without nicotinamide. hESCs were seeded in matrigel-coated plates for 2 days, treated with CHIR99021 (CHIR) 5 μM for 1 day, and then treated with or without nicotinamide 10 mM from day 2 to day 5. Differentiated cells were harvested for analyses at day 10. **B** Analyses of mRNA expression levels of *PECAM*, *CDH5*, *PDGFRB*, *ACTA2*, *ITGB1*, *CD44*, *AFP*, *KRT19*, *NKX2-5*, and *TNNT2* in the neutral condition with or without nicotinamide treatment. Blue, control; red, nicotinamide 10 mM. **C** Analyses of mRNA expression levels of *NKX2-5*, *TNNT2*, and *WT1* in cardiac differentiation. Black, Control; green, IWP-2 3 μM; blue, Nicotinamide 10 mM; red, IWP-2 3 μM and nicotinamide 10 mM. **D** The percentage of TNNT2-positive cells was determined by flow cytometry. The results shown are representative of three independent experiments. Gray line indicates the level of isotype control. **E** Dose-dependent effect of nicotinamide on the gene expression of *TNNT2* in cardiac differentiation. Nicotinamide or IWP-2 was added from day 2 to day 5. Data shown are normalized with Nam 0 (*p < 0.05 compared with Nam 0). **F** Timing effect of nicotinamide on the gene expression of *TNNT2* in cardiac differentiation. **G** After 13 days of differentiation, TNNT2-positive cells were determined by flow cytometry. Nicotinamide (Nam) at 20 mM added from day 1 to day 5. Gray line indicates the level of isotype control. The results shown are representative of 3 independent experiments. **H** Confocal microscopy images showing immunostaining of NKX2.5 and TNNT2 in differentiated cells treated by nicotinamide (Nam) 20 mM at day 13 of differentiation. Scale bar, 20 μm. Data shown are mean ± SD of three independent experiments (*p < 0.05 compared with control, #*p* < 0.05 compared with IWP-2).

To understand the dynamics of nicotinamide regulation in cardiac differentiation, we examined the effects of nicotinamide dose and treatment timing. Nicotinamide induced cardiomyocyte differentiation in a dose-dependent manner (Fig. 1E). We also found that nicotinamide was effective within a specific time frame. The strongest gene expression of *TNNT2* was achieved when nicotinamide was applied from day 1 to day 5 (Fig. 1F). Therefore, we added nicotinamide at 20 mM from day 1 to day 5 of differentiation in this study if not specified. Under nicotinamide treatment, beating cardiomyocytes were usually observed on day 7 or day 8 (Supplementary Video). Flow cytometry and immunostaining analysis showed that high-purity cardiomyocytes were induced by nicotinamide treatment (Fig. 1G, H). The method for cardiomyocyte induction was also effective in H9 hESCs and NL4 hiPSCs (Supplementary Fig. 1E, F). These data showed that nicotinamide could serve as an effective inducer in general cardiomyocyte production.

### Functional analysis of nicotinamide-derived cardiomyocytes

To analyze the biological functions of cardiomyocytes induced by nicotinamide, we maintained those cells for more than 25 days. After the extended culture, most cells remained positive for NKX2-5 and TNNT2 expression (Fig. 2A, B). We showed that α-Actinin-positive sarcomere structures emerged in cardiomyocytes generated from nicotinamide and IWP-2 methods (Fig. 2C). Longer sarcomeres were observed in nicotinamide-induced cardiomyocytes than IWP-2-induced cells (Fig. 2D). qPCR analysis showed that maturation markers were expressed in both types of cardiomyocytes (Fig. 2E), including *MYL7*, *MYL2*, *MYH7*, and *ATP2A2*, and ion channels *RYR2*, *CASQ2*, and *KCNH2* [30]. Meanwhile, expressions of epicardium markers *TBX18* and *WT1* were suppressed in nicotinamide-treated cells (Fig. 2E). Patch-clamp analysis showed that nicotinamide-induced cardiomyocytes had typical atrial, ventricular and nodal electrophysiology profiles (Fig. 2F). The electrophysiology study showed that nicotinamide-treated cardiomyocytes had longer APD90 and lower frequency than IWP-2-derived cardiomyocytes (Fig. 2G). Analysis using multi-electrode array (MEA) showed that cardiomyocyte induced by nicotinamide had higher conduction velocity and lower maximum propagation delay than IWP-2 induced cardiomyocytes (Supplementary Fig. 2). To analyze the mitochondrial function of cardiomyocytes, we performed mito stress test using Seahorse extracellular flux analyzer. Nicotinamide-treated cardiomyocytes had higher basal and maximal respiration and spare respiratory capacity than the IWP-2 group (Fig. 2H, I). These data demonstrated that functional cardiomyocytes were induced by nicotinamide.

**Fig. 2:**
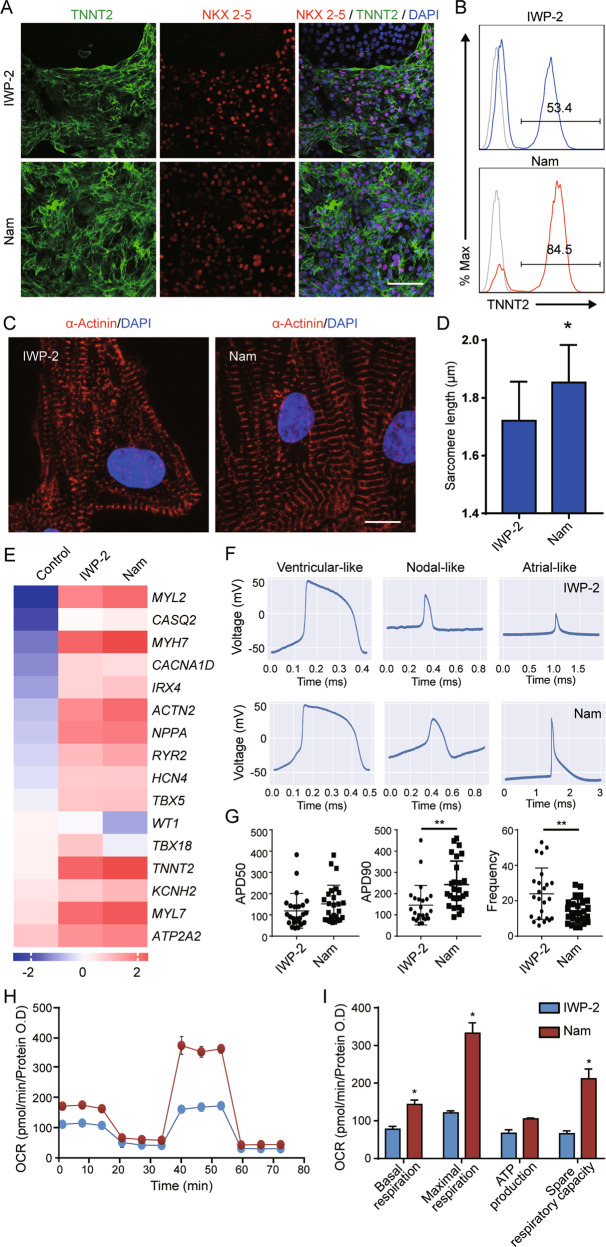
Characterization of cardiomyocytes induced by nicotinamide. **A** Immunostaining images of NKX2.5 and TNNT2 in differentiated cells treated by IWP-2 or nicotinamide (Nam) at day 30 of differentiation. Scale bar, 50 μm. **B** Representative flow cytometric analyses showing the proportion of TNNT2 at day 30 of differentiation. Gray line indicates the level of isotype control. Data are representative of three independent experiments. **C** Representative confocal microscopy images of α-Actinin and DAPI in the cardiomyocytes derived by IWP-2 3 μM or nicotinamide 20 mM after 25 days of differentiation. Scale bar, 10 μm. **D** Quantification of sarcomere length using LAS X software. (Data shown are mean ± SD, *n* = 38−40 cells, *p < 0.05 compared with IWP-2 group). **E** Heatmap showing the gene expression profiles of cardiomyocytes induced by IWP-2 or nicotinamide (Nam) at day 25. The differentiated cells were harvested at day 25, and the relative expression level of genes was analyzed by qPCR. Results shown are average of three independent experiments, and represent log10 of gene expression levels relative to TBP. **F** Representative recordings of active potential in nicotinamide or IWP-2-derived cardiomyocytes. **G** Action potential (AP) duration 50%, 90% (APD50, APD90), and frequency were analyzed. (Data shown are mean ± SD, *n* = 24−26 cells, *p < 0.05 compared with IWP-2 group). **H** Oxygen consumption rate (OCR) of IWP-2 or nicotinamide-induced cardiomyocytes was measured using Mito Stress Test. **I** Basal respiration, maximal respiration, ATP production, and spare respiratory capacity of cardiomyocytes were calculated. (Data shown are mean ± SD, *n* = 3−4, *p < 0.05 compared with IWP-2 group).

### Nicotinamide promotes cardiac differentiation through P38 inhibition

In order to understand the molecular mechanism of the nicotinamide-associated cardiac induction, we examined which nicotinamide related pathways were involved in cardiac differentiation (Fig. 3A), but none of the pathway modulators enhanced cardiac differentiation including niacin, SIRT1 inhibitor, PARP inhibitor, ROCK inhibitor, and CSNK1 inhibitor (Fig. 3B). Nicotinamide is a known HDAC inhibitor, so we tested the influence of other HDAC inhibitor in differentiation, and found that HDAC inhibitor VPA could not induce cardiomyocytes, either (Supplementary Fig. 3A, B). These results indicated that novel targets were modulated by nicotinamide in cardiomyocyte differentiation.

**Fig. 3:**
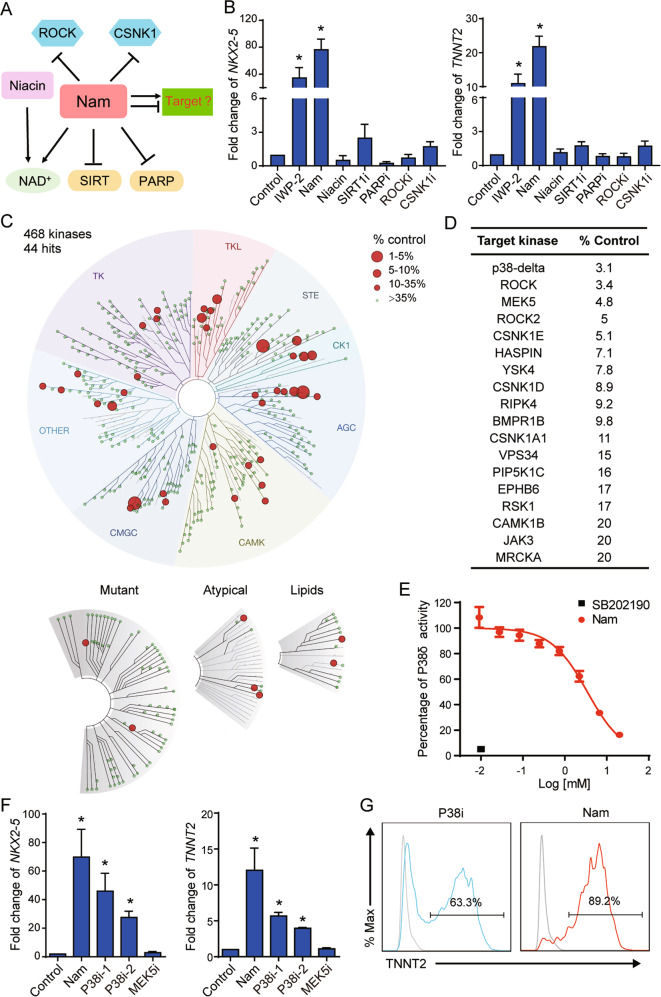
Nicotinamide directs cardiomyocyte cell fate through the inhibition of P38δ. **A** The diagram showing the molecules related to nicotinamide. Nicotinamide (Nam) and niacin can be transformed to NAD^+^ by different enzymes. Nicotinamide blocks the activation of these NAD^+^ consuming enzymes such as SIRT and PARP, and it also inhibits the activity of ROCK and CSNK1. **B** Analyses of mRNA expression levels of *NKX2-5* and *TNNT2* at day 10 of differentiation with the indicated treatments. hESC H1 cells were treated with IWP-2 3 μM from day 2 to day 5, Nicotinamide (Nam) 20 mM, Niacin 10 mM, EX527 (SIRT1i) 10 μM, AZD2281 (PARPi) 100 nM, Y-27632 (ROCKi) 10 μM or D4476 (CSNK1i) 10 μM from day 1 to day 5. **C** TREEspot^TM^ interaction maps of nicotinamide. % Control indicates the binding efficiency between the substrate and specific kinase, and lower numbers indicate stronger inhibition. Kinase hits (% Control < 35) are labeled with red circles, and larger circles indicate the kinases with lower % Control. **D** The target kinases with % Control < 20 under 3 mM nicotinamide treatment from the DiscoverX KINOMEscan service. Lower numbers of % Control indicates higher-affinity binding. **E** The influence of nicotinamide on P38δ activity in vitro measured by the bioluminescent kinase assay (*n* = 3 technical replicates). The red circle indicates different doses of nicotinamide (Nam), and the black square indicates SB202190 (P38i) 10 μM. The data shown are representative of three independent experiments. **F** Analyses of mRNA expression levels of *NKX2-5* and *TNNT2* on day 10 of differentiation treated with Nicotinamide (Nam) 20 mM, SB202190 (P38i-1) 10 μM, SB203580 (P38i-2) 10 μM, or BIX02189 (MEK5i) 5 μM from day 1 to day 5. **G** Representative flow cytometric analyses showing the percentage of TNNT2-positive cells after 13 days of differentiation induced by SB202190 (P38i) or nicotinamide (Nam). Results are representative of three independent experiments. Data shown are normalized to control, and presented as mean ± SD of three independent experiments (*p < 0.05 compared with Control).

We hypothesized that additional kinases could be targeted by nicotinamide to regulate stem cell differentiation, so we expanded the kinase inhibition screening to 468 kinases (Fig. 3C and Supplementary Table 2). 44 kinases out of 468 total targets had their activity inhibited for more than 65% by nicotinamide, and more than 80% of activities were suppressed in 18 kinases (Fig. 3C, D). Among the 18 kinases, ROCK1, ROCK2, CSNK1, and CSNK2 were previously reported [22], and the other 14 kinases were novel kinase targets by nicotinamide. Among these 14 kinases, P38δ and MEK5 were the most sensitive to nicotinamide inhibition (Fig. 3D). The bioluminescent kinase assay demonstrated that nicotinamide inhibited P38δ activity in vitro in a dose-dependent manner, while common P38 inhibitor SB202190 was sufficient to inhibit P38δ activity at 10 μM (Fig. 3E). These data imply that nicotinamide could act through those novel kinase targets to regulate cardiac differentiation.

In order to dissect nicotinamide function in mesoderm differentiation, P38 inhibitor SB202190, SB203580, and MEK5 inhibitor BIX02189 were added to mesoderm progenitor cells from day 1 to day 5. Cardiac markers *NKX2-5* and *TNNT2* were induced by P38 inhibitors SB202190 and SB203580, but not by MEK5 inhibitor (Fig. 3F). Flow cytometry confirmed that TNNT2-positive cardiomyocytes were generated under P38 inhibition (Fig. 3G). The shRNA lentivirus targeting *MAPK11* (*P38β*), *MAPK13* (*P38δ*), *MAPK14* (*P38α*) also improved cardiac induction (Supplementary Fig. 3C−I). These data indicate that nicotinamide promotes cardiac differentiation by inhibiting P38.

### Nicotinamide and P38 inhibition promote cardiac differentiation through β-catenin independent pathway

To test the impact of nicotinamide on WNT pathway, we first examined WNT gene expression, and found that they were differentially regulated under IWP-2, nicotinamide, and p38 inhibitor treatments after 5 days of differentiation (Fig. 4A). P38 inhibitor and nicotinamide specially elevated noncanonical *WNT2* expression, but suppressed expression of *WNT5B* (Fig. 4A). All three treatments suppressed *WNT11* expression 5 days after the differentiation induction (Fig. 4A). However, *AXIN2*, the canonically WNT downstream target, was repressed more significantly by IWP-2 than nicotinamide and p38 inhibitor, while another WNT/JNK pathway downstream gene *ALCAM* was not significantly influenced by the three treatments (Fig. 4B). We also found that the expression levels of WNT receptors did not show significant differences under the three treatments (Fig. 4C). Besides that, the accumulation of β-Catenin was suppressed by IWP-2, but not by nicotinamide or P38 inhibitor (Fig. 4D). These results support the notion that nicotinamide and p38 inhibition induced cardiac differentiation independent of canonical WNT inhibition.

**Fig. 4:**
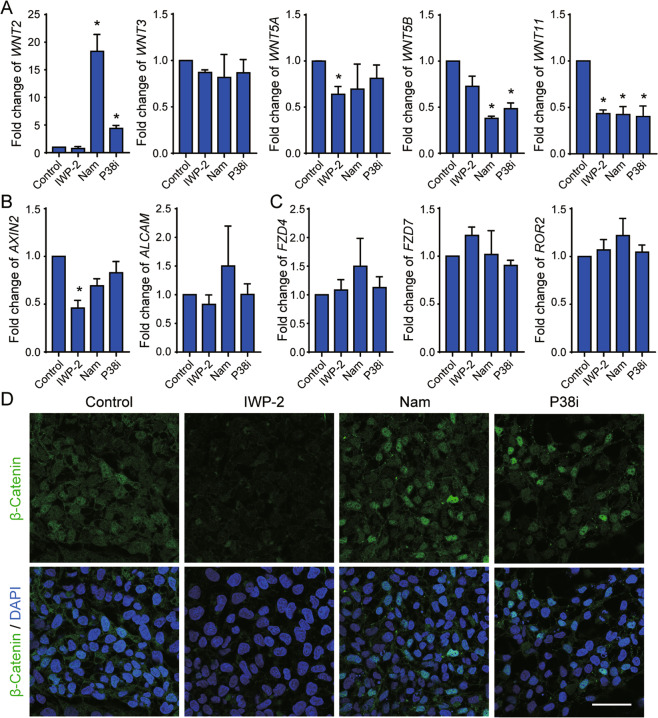
Nicotinamide-induced cardiac differentiation is independent of canonical WNT inhibition. **A** Analyses of gene expression of *WNTs* after 5 days of differentiation by qPCR. **B** Gene expressions of the downstream targets of canonical WNT (*AXIN2*) and noncanonical WNT (*ALCAM*) after 5 days of differentiation. **C** Gene expression of WNT receptors after 5 days of differentiation. **D** Confocal microscopy images showing the immunostaining images of β-Catenin in differentiated cells treated with IWP-2, nicotinamide (Nam), or P38 inhibitor (P38i). After plating for 2 days, hESCs were treated with CHIR99021 5 μM for 1 day, and then IWP-2 (3 μM), nicotinamide (20 mM) or P38 inhibitor SB202190 (10 μM) for 1 day to examine their impact on β-Catenin expression. Scale bar, 50 μm. Data shown are normalized to control, and represent mean ± SD of three independent experiments (*p < 0.05 compared with Control).

### Comparison of global gene expressions in cardiomyocytes induced by nicotinamide, P38 inhibitor or IWP-2

To determine whether different induction methods lead to distinct molecular features in cardiomyocytes, we compared their global gene expression profiles by microarray. 

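The arrays hold RNA from 4 cultures of H1, an established human embryonic stem cell line, harvested on day 10 of differentiation. All 4 cultures were given CHIR99021 at 5 μM, a GSK3 inhibitor that activates WNT signalling, on the first day, and the control culture was given none of the 3 compounds that follow. For mesoderm differentiation the paper's methods also add insulin to the medium on day 1, against spontaneous cardiac differentiation, and again later to maintain the cells. IWP-2, which blocks the release of WNT proteins, was given at 3 μM from day 2 to day 5, and SB202190, the P38 inhibitor, at 10 μM from day 1 to day 5. Nicotinamide, an amide form of niacin, was given from day 1 to day 5, at 20 mM by the legend of Fig. 5 and at 10 mM by the sample labels. Labelled cRNA was hybridized to Illumina HumanHT-12 v4 BeadChips, and the deposited values are unnormalized signal intensities with a detection p-value for each of 47316 probes. The signals were corrected for background, quantile normalized and put on the log2 scale with limma's neqc, and 1 probe stood for each gene. A gene counted as detected at a detection p-value under 0.01, and 12243 genes were detected on at least 1 array. A gene counted as higher or lower at a difference of at least 1.5-fold with detection in the brighter array. Where the dimmer array was below detection, its value was set to the lowest detected signal of that array and the fold is given as at least that size. Each condition has 1 array, so none of the differences has a replicate check and no p-value was computed. The mean signal was lowest on the nicotinamide array, at 350.4, against 472.2 for control, 487.9 for IWP-2 and 538.9 for the P38 inhibitor. Before normalization, genes detected in both arrays had a median log2 difference of -0.36 between nicotinamide and control, -0.45 between nicotinamide and IWP-2 and -0.68 between nicotinamide and the P38 inhibitor. On the control array, 11 genes of 18S and 28S rRNA and of U1, U3 and U4 RNA, picked after their values were seen, were higher than on each treated array, by a median log2 difference of 2.27 from the mean of the 3.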

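Nicotinamide-treated and P38 inhibitor-treated cells were the closest pair, at a Euclidean distance of 52.9 over the log2 values of all detected genes. IWP-2-treated cells lay at a distance of 81.4 from P38 inhibitor-treated cells, 85.7 from control cells and 98.5 from nicotinamide-treated cells. Control cells were farthest from P38 inhibitor-treated cells, at 133.7, and from nicotinamide-treated cells, at 150.3. MB, the oxygen store of heart muscle, was at least 26.1-fold, at least 46.8-fold and at least 66.5-fold higher than control in IWP-2-, P38 inhibitor- and nicotinamide-treated cells, and TFPI, an inhibitor of coagulation, was 4.72-fold, 14.7-fold and 19.5-fold lower. Complete linkage, which measures 2 groups by their most distant members, joined nicotinamide with the P38 inhibitor, then control with IWP-2, and these pairs last. The unnormalized signals joined IWP-2 with the P38 inhibitor first, then nicotinamide, and left control apart, while scaling each gene to SD 1, a setting chosen after the distances were seen, joined IWP-2 to nicotinamide and the P38 inhibitor.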

Hierarchy clustering analysis showed that IWP-2, nicotinamide, and P38 inhibitor led to more closely associated gene expressions compared to the neutral condition, while nicotinamide- and P38 inhibitor-treated cells clustered more closely (Fig. 5A). 

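Genes of the sarcomere, the contractile unit of heart muscle, were higher than control under all 3 treatments, in 24 of 25 detected members with nicotinamide, 25 of 25 with the P38 inhibitor and 23 of 25 with IWP-2, and none was lower. Their median difference was at least 8.52-fold, 8.17-fold and 7.44-fold, with 10 of 25 members of each comparison taken at the floor of 1 array. MYOM1, which binds myosin filaments together, was 46.0-fold, 42.5-fold and 29.2-fold higher, and ACTN2, the α-actinin of the Z disc, 23.2-fold, 32.6-fold and 26.8-fold higher, in the same order. Of the transcription factors of the heart, 18 of 23 were higher and 4 lower with nicotinamide, 16 of 24 higher and 2 lower with the P38 inhibitor, and 13 of 23 higher and 3 lower with IWP-2. Genes of the neural plate and neural progenitors were higher in 6 of 9, 6 of 10 and 6 of 9 detected members and lower in 2, 1 and 2, with medians of 2.35-fold, 2.20-fold and 1.85-fold. NES, an intermediate filament of progenitors of neurons and also of muscle, was 14.9-fold, 12.4-fold and 8.86-fold higher, and SOX11, a transcription factor of neural and other embryonic tissues, 7.09-fold, 6.90-fold and 2.92-fold higher. Genes of neurons and synapses split, with 11 higher and 5 lower of 21 with nicotinamide, 11 higher and 6 lower of 21 with the P38 inhibitor, and 6 higher and 5 lower of 20 with IWP-2. Their medians were 1.69-fold, 1.59-fold and 1.18-fold above control. VAMP2, a protein of synaptic vesicles, was 7.94-fold, 7.14-fold and 4.88-fold higher, whereas STMN2, a neuronal regulator of microtubules, was at least 18.3-fold, 20.5-fold and 2.26-fold lower and TUBB3, the tubulin of neurons, 5.12-fold, 2.67-fold and 1.95-fold lower. Against IWP-2 itself, 4 of 10 neural progenitor genes were higher and 2 lower with nicotinamide, and 4 of 11 higher and 1 lower with the P38 inhibitor. For the neuronal genes these counts were 9 higher and 7 lower of 21 with nicotinamide, and 7 higher and 4 lower of 21 with the P38 inhibitor. The median log2 differences from IWP-2 were 0.48 for progenitor and 0.46 for neuronal genes with nicotinamide, and 0.38 and 0.43 with the P38 inhibitor. They lay at percentiles 99.65, 99.96, 99.72 and 99.99 of random lists matched on expression. Without normalization, 3 progenitor genes and 5 neuronal genes were higher with nicotinamide than in control. The nicotinamide medians of both lists against IWP-2 turned there to -0.17 and -0.25 on the log2 scale, in a comparison whose median over all genes lies lower still.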

We then analyzed the upregulated genes in the group of IWP-2, nicotinamide, or P38 inhibitor by Enrichr [31], and the results showed that IWP-2, nicotinamide, or P38 inhibitor can all activate the expression of heart cell markers, but differentiation under nicotinamide or P38 inhibitor treatment generated more ectoderm cell types, such as prefrontal cortex, amygdala, and fetal brain, compared to IWP-2 (Fig. 5B). Furthermore, we analyzed the genes expressed differentially in nicotinamide, P38 inhibitor, and IWP-2 group by Venn diagram. 

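In all 3 treated arrays, 1227 of the 12243 detected genes were at least 1.5-fold higher than in the control array. They held 22 of 25 sarcomere genes, where 2.51 would fall there by the region's share of all genes, 13 of 24 heart transcription factors, where 2.41 would, and 10 of 18 genes of calcium handling and ion channels, where 1.8 would. CKM, the creatine kinase of muscle, was 104-fold, 81.8-fold and 70.0-fold higher with nicotinamide, the P38 inhibitor and IWP-2. SMYD1, a muscle methyltransferase that assembles sarcomeres, was 66.8-fold, 45.7-fold and 43.6-fold higher, and IRX4, a transcription factor of the ventricle, 53.9-fold, 41.2-fold and 34.7-fold higher. HSPB7, a small heat shock protein of heart muscle, was 45.2-fold, 45.9-fold and 32.7-fold higher, and ENTREP1 62.6-fold, 71.9-fold and 35.9-fold higher. Among the calcium handling genes, PLN, which restrains the calcium pump of the sarcoplasmic reticulum, was 32.8-fold, 23.1-fold and 22.8-fold higher, HRC 36.5-fold, 36.1-fold and 22.4-fold higher and SLC8A1, the sodium-calcium exchanger, at least 29.1-fold, at least 39.6-fold and at least 21.4-fold higher. The region also held 12 of 23 subunits of mitochondrial complexes II to IV with cytochrome c, 8 of 16 of ATP synthase and 9 of 28 genes of the citric acid cycle and fatty acid oxidation, where 2.31, 1.6 and 2.81 would fall by its share. The number of genes depended on the settings, at 588 with a 2-fold threshold, 753 with no background correction, 589 on the unnormalized signals and 1971 when probes were counted in place of genes.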

Nicotinamide, P38 inhibitor, and IWP-2 increased the expression of 644 genes that were enriched in cardiac muscle contraction, morphogenesis, and development (Fig. 5C and Supplementary Fig. 4A). Meanwhile, the three treatments decreased the expression of 562 genes, which were enriched in blood coagulation, lipid homeostasis, vasculature development, and lipid metabolic process (Fig. 5D and Supplementary Fig. 4B). 

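In all 3 treated arrays, 1377 genes were at least 1.5-fold lower than in the control array. These included 15 of 23 coagulation genes, 11 of 18 endothelial markers, 11 of 23 genes of lipid transport and 8 of 28 signals of blood vessel development, where 2.59, 2.02, 2.59 and 3.15 would fall by the region's share of all genes. SERPINC1, the antithrombin made by the liver, was at least 28.1-fold, at least 33.7-fold and 3.32-fold lower with nicotinamide, the P38 inhibitor and IWP-2, and CDH5, the cadherin of endothelial junctions, at least 6.59-fold, at least 7.92-fold and 3.50-fold lower. MTTP, which loads lipid onto lipoproteins, was at least 92.3-fold, 75.2-fold and 3.08-fold lower, APOC3, an apolipoprotein of the liver, at least 291-fold, at least 349-fold and 3.46-fold lower, and ANGPT1, a ligand of the endothelial receptor TEK, 5.02-fold, 4.42-fold and 1.69-fold lower. Ranked by the smallest difference over the 3 treatments, the leading gene of the region was RNA18SN5, a gene of 18S rRNA, 16.2-fold, 28.5-fold and 23.2-fold lower. Like every gene of the region, it rests on the 1 control array. It is also among the 11 genes of rRNA and of U1, U3 and U4 RNA that were high on that array, for which a difference in the labelled RNA remains open. It was followed by VTCN1, a surface protein that restrains T cells, at least 13.6-fold, 13.0-fold and 12.0-fold lower, MEP1A, a secreted protease of epithelia, at least 14.8-fold, at least 17.8-fold and 10.7-fold lower, and LIPG, the lipase of endothelium, at least 13.3-fold, at least 16.0-fold and 7.50-fold lower. Of the coagulation genes, 19 of 23 were lower with nicotinamide, 19 of 23 with the P38 inhibitor and 15 of 23 with IWP-2. For the endothelial markers the median log2 differences were -1.67, -1.88 and -1.33. Of these markers 14 of 15, 13 of 16 and 7 of 18 were below detection in 1 of the 2 arrays and taken at the floor. The first 2 medians are thus lower bounds in size, and without the floor the 3 were -2.97, -2.41 and -1.33. Hepatocyte and endoderm markers gave 11 of 23 genes and mesenchymal and fibroblast markers 9 of 22, with medians of -6.34, -5.63 and -0.57 for the former and -2.78, -1.41 and -0.61 for the latter. Several hepatocyte genes lay near the top of the scale in control, such as FGB, a chain of fibrinogen, at a log2 value of 14.20. The count was 560 with a 2-fold threshold, 840 with no background correction, 637 on the unnormalized signals and 780 over genes detected on all 4 arrays.

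**Figure D1:**
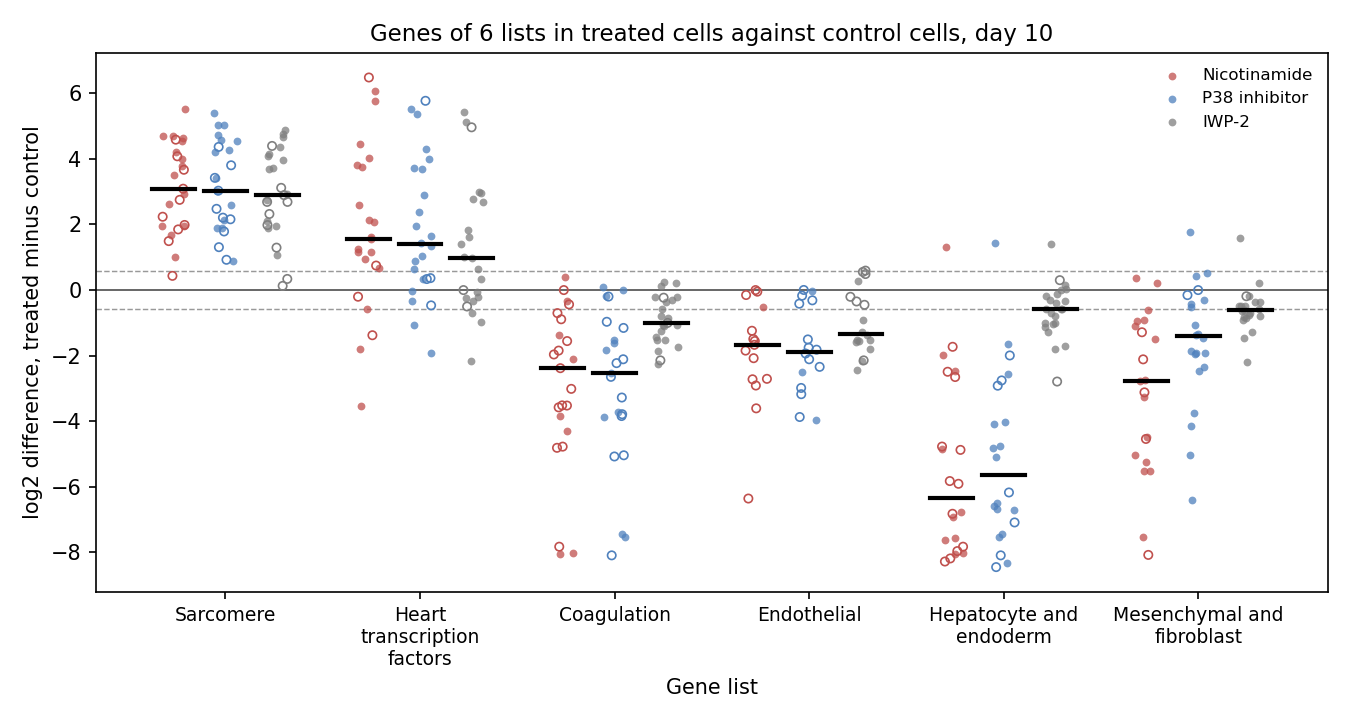
Log2 difference between each treated array and the control array (y axis) for the detected genes of 6 lists (x axis), 1 point per gene and 1 array per condition. Open points are genes below detection in 1 of the 2 arrays, set to that array's floor, black lines are medians, and dashed lines mark 1.5-fold. Sarcomere genes had medians of 3.09, 3.03 and 2.90, whereas the hepatocyte and endoderm median was -0.57 with IWP-2 and -6.34 and -5.63 with nicotinamide and the P38 inhibitor.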

Venn diagram also shows nicotinamide and P38 inhibitor share more common differentially expressed genes than with IWP-2 (Fig. 5C, D). 

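Nicotinamide and the P38 inhibitor shared 2027 genes higher than control, 61.5% of the genes higher under either, against 43.2% for nicotinamide and IWP-2 (1317 genes) and 49.1% for the P38 inhibitor and IWP-2 (1309 genes). Among lower genes they shared 2020, 68.6% of the union, against 51.3% (1490 genes) and 57.0% (1564 genes). Of the genes higher with IWP-2, 87.4% were also higher with nicotinamide and 86.9% with the P38 inhibitor. Compared with each other, without the control array, nicotinamide and the P38 inhibitor differed by at least 1.5-fold in 12.0% of their detected genes, nicotinamide and IWP-2 in 24.2%, and the P38 inhibitor and IWP-2 in 18.2%. Genes that set nicotinamide apart from the P38 inhibitor included COL6A3, a collagen of connective tissue, 12.2-fold lower, PDGFRB, a receptor of mesenchymal cells, 6.46-fold lower, and SLN, a regulator of the calcium pump, at least 23.6-fold lower. NPPA, the atrial natriuretic peptide, was 4.28-fold higher, and KEL, a blood group antigen, 3.25-fold higher. Independent lists of these sizes would share 575.7, 351.7 and 303.7 higher genes and 503.4, 385.4 and 371.9 lower genes, in the order of the pairs above. Simulated arrays with no change, set against the 1 control array, shared a mean of 111.3, 110.9 and 109.2 higher genes and 116.4, 116.3 and 116.3 lower genes. The differences from control had a covariance across genes of 1.54, 0.827 and 0.76, against simulated values of 0.055, 0.055 and 0.0549, and a Pearson correlation of 0.937, 0.786 and 0.812, against 0.5, 0.5 and 0.499. A simulated correlation of 0.5 follows from the shared control by construction. The simulated noise was taken from the nicotinamide minus P38 inhibitor difference and is the same for all arrays, so the simulated values do not judge the order of the 3 pairs. Genes are not independent replicates, and part of the excess may come from the control array that the 3 comparisons share, which cannot be split. Nicotinamide and the P38 inhibitor were both given from day 1 and IWP-2 from day 2. The larger overlap, smaller distance and smaller direct difference of nicotinamide and the P38 inhibitor thus cannot be told apart from their earlier start. On the unnormalized signals, where the median over all genes lies at -0.36 for nicotinamide and 0.29 for the P38 inhibitor against control, the order turned, and the share of nicotinamide and the P38 inhibitor minus the larger share with IWP-2 was -20.5 percentage points among higher genes and -24.3 among lower genes.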

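Of the 2027 genes higher with both nicotinamide and the P38 inhibitor, 1943 (95.9%) lay above control with IWP-2 too. These 2027 include the 1227 higher under all 3. The median ratio of the IWP-2 log2 difference to the mean of those with nicotinamide and the P38 inhibitor was 64.4%. Missing the 1.5-fold cut with IWP-2 thus does not mean no difference with it. With nicotinamide and the P38 inhibitor but not IWP-2, 800 genes were at least 1.5-fold above control. Ranked by the smaller of the differences with these treatments, the first genes were PRDM16, a transcription factor of heart muscle and brown fat, at least 9.57-fold with nicotinamide and at least 6.23-fold with the P38 inhibitor, and SLC35F1, 8.60-fold and 5.80-fold. CCDC85A was 5.98-fold and 5.47-fold higher, CTNNA2, the α-catenin of neurons, at least 4.71-fold and at least 5.85-fold, and SCD5, a fatty acid desaturase, 7.63-fold and 4.56-fold. From the genes of heart development drawn in Fig. 5G the region held KCNJ5, an atrial potassium channel, MYL2, the myosin light chain of the ventricle, and TNNI1, the troponin I of the fetal heart, 3 of 13 measured. By its share 0.85 would fall there, but the paper drew these genes for these same arrays. Of the lists taken from general knowledge, the region held 2 of 25 sarcomere genes (the same MYL2 and TNNI1), 2 of 24 heart transcription factors (GATA5 and IRX1) and 2 of 18 genes of calcium handling and ion channels (KCNJ5 and TRDN), where 1.63, 1.57 and 1.18 would fall by its share. It held 7 of 34 subunits of mitochondrial complex I, where 2.22 would, and 5 of 22 genes of neurons and synapses, where 1.44 would, namely CRMP1, DPYSL3, INA, KIF5C and STX1A. CRMP1, which guides growing axons, was 4.78-fold, 3.97-fold and 1.02-fold higher than control with nicotinamide, the P38 inhibitor and IWP-2. Members named for a count without a value were named after their values were seen. The region held 413 genes with a 2-fold threshold, 519 with no background correction, 100 on the unnormalized signals and 1249 when probes were counted.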

446 genes were upregulated only by nicotinamide or P38 inhibitor but not by IWP-2, and KEGG analysis showed that these genes were involved in the pathways of heart development and heart morphogenesis (Fig. 5E). And the 801 genes specifically downregulated by nicotinamide or P38 inhibitor were related to the pathways of steroid metabolic process, blood vessel development, and inflammatory response (Fig. 5F). 

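Of the 2020 genes lower with both nicotinamide and the P38 inhibitor, 1959 (97.0%) lay below control with IWP-2 too, at a median ratio of 54.5%. These 2020 include the 1377 lower under all 3. With nicotinamide and the P38 inhibitor but not IWP-2, 643 genes were at least 1.5-fold below control. They held 10 of 23 hepatocyte and endoderm markers, where 1.21 would fall by the region's share of all genes, 7 of 19 enzymes of sterol synthesis, where 1 would, and 7 of 13 haemoglobin and erythroid genes, where 0.68 would. AHSG, a plasma protein of the fetal liver, was at least 311-fold, 317-fold and 1.48-fold lower with nicotinamide, the P38 inhibitor and IWP-2, TTR, the carrier of thyroid hormone, 122-fold, 96.1-fold and 1.01-fold lower, and AFP, the albumin of the fetus, 109.9-fold, 16.1-fold and 1.09-fold lower. HBE1, the embryonic β-like globin, was at least 21.9-fold lower with nicotinamide and at least 26.3-fold lower with the P38 inhibitor but 1.93-fold higher with IWP-2, and HBA2, an α-globin, was at least 7.09-fold and at least 8.52-fold lower but 3.88-fold higher. Of the steroid hormone and bile acid genes the region held 1 of 11, SULT2A1, a sulfotransferase of steroids, at least 10.1-fold, 10.7-fold and 1.36-fold lower, while HSD17B2 and AKR1C3, which convert steroid hormones, were lower under all 3 treatments. HSD17B2 was at least 14.1-fold, at least 16.9-fold and 3.23-fold lower and AKR1C3 1.97-fold, 4.54-fold and 2.45-fold lower. Of the sterol synthesis genes, MSMO1 and HMGCS1 also lay outside this region and were lower under all 3 treatments. MSMO1 was 8.54-fold, 4.15-fold and 1.75-fold lower and HMGCS1 4.62-fold, 2.60-fold and 1.89-fold lower. Genes of the acute phase and inflammation gave 4 of 15 (AHSG, F3, ORM1 and SERPINA1), where 0.79 would fall by the region's share, and signals of blood vessel development 1 of 28 (RHOB), where 1.47 would. F3, ORM1 and RHOB were named after their values were seen. AHSG and TTR had log2 values of 14.01 and 14.19 in control, near the top of the scale.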

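Of 14 heart development genes drawn in Fig. 5G, 13 had a named probe, and 11 of these were at least 1.5-fold higher with nicotinamide than with IWP-2 and 9 with the P38 inhibitor than with IWP-2. Their median differences were 2.33-fold and 1.85-fold. Of the transcription factors, IRX5 was 3.46-fold and 2.50-fold higher with nicotinamide and the P38 inhibitor than with IWP-2, NKX2-5, which specifies the heart field, 2.87-fold and 1.75-fold higher, TBX2, of the atrioventricular canal, 2.40-fold and 2.87-fold higher, and HAND2 1.87-fold and 2.02-fold higher. TBX5, of the left ventricle and atria, was at least 1.86-fold and at least 1.43-fold higher, with IWP-2 below detection. Of the contractile and channel genes, MYL2 was 3.13-fold and 1.96-fold higher, TNNI1 2.58-fold and 1.74-fold higher, KCNJ5 2.33-fold and 2.07-fold higher, KCNJ8, a potassium channel gated by ATP, 2.30-fold and 1.88-fold higher and RYR2, the calcium release channel, 2.38-fold and 1.85-fold higher. MYH7, the slow myosin of the ventricle, ran the other way with nicotinamide, at 2.22-fold lower than with IWP-2, and was 1.29-fold higher with the P38 inhibitor. Of the fixed list of heart transcription factors, 15 of 23 were higher and 2 lower with nicotinamide than with IWP-2, and 14 of 23 higher and 1 lower with the P38 inhibitor than with IWP-2. Sarcomere genes showed less of a difference, with 6 of 25 higher and 2 lower with nicotinamide, at a median log2 difference of 0.09 that turned to -0.16 without normalization, where the all-gene median is -0.45, and 4 of 25 higher and 0 lower with the P38 inhibitor. On the unnormalized signals 3 of the Fig. 5G genes were higher with nicotinamide than with IWP-2, and the count with the P38 inhibitor was 5 with no background correction and 4 with a 2-fold threshold. IWP-2 was given from day 2 and the other compounds from day 1, so these differences from IWP-2 cannot be told apart from the timing.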

By examining the expression of genes related to heart development, we found that nicotinamide and P38 inhibitor induced higher level of *TBX5*, *TNNI1*, *MYL2*, *KCNJ5*, *KCNJ8*, *IRX5,* and *TBX2* than IWP-2 (Fig. 5G). This result supports our model that nicotinamide and P38 inhibitor induce cardiomyocytes through p38 inhibition.

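Compared directly, 2 of 13 of the Fig. 5G genes were at least 1.5-fold higher with nicotinamide than with the P38 inhibitor, 1 was lower and the others differed by less. NKX2-5 was 1.64-fold and MYL2 1.60-fold higher, with log2 differences of -0.14 and -0.23 on the unnormalized signals, where the median over all genes is -0.68, and MYH7 was 2.87-fold lower. Of the p38 kinases, MAPK13 (p38δ) was 2.94-fold, 2.92-fold and 1.96-fold lower than control with nicotinamide, the P38 inhibitor and IWP-2, MAPK12 (p38γ) was 1.61-fold, 1.38-fold and 1.70-fold higher, MAPK11 (p38β) was not detected on any array, and MAPK14 (p38α) was not analysed here for lack of a named probe. Genes of the p38 pathway, with its kinases, substrates and immediate-early genes, were 7 higher and 7 lower of 20 with nicotinamide, 6 higher and 6 lower with the P38 inhibitor, and 10 higher and 1 lower with IWP-2. Of the other kinases that the paper names as targets, ROCK1 was 1.82-fold, 2.02-fold and 1.49-fold lower, and ROCK2 and MAP2K5 (MEK5) lay within 1.5-fold of control under all 3 treatments. These are transcript levels, and the arrays do not measure the activity of a kinase. From the higher level of heart development genes with nicotinamide and the P38 inhibitor than with IWP-2, the paper draws support for its model, in which both compounds induce cardiomyocytes by inhibiting p38. That model also rests on the paper's P38δ activity assay, its P38 inhibitor treatments and its shRNA experiments, which were not analysed here.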

**Fig. 5:**
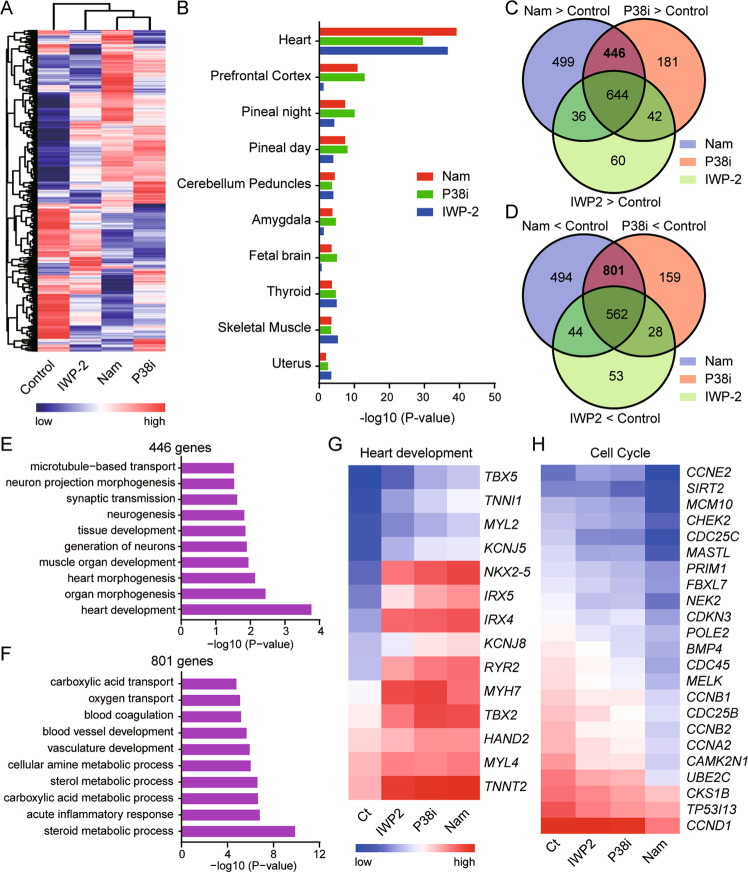
Comparison of gene expression in cardiomyocytes induced by WNT inhibitor, P38 inhibitor, and nicotinamide. **A** Hierarchical clustering analyses of differentiated cells with the indicated treatments. IWP-2 at 3 μM was added from day 2 to day5, and nicotinamide (Nam) at 20 mM or P38 inhibitor SB202190 (P38i) 10 μM were added from day 1 to day 5. The samples were harvested for microarray after 10 days of differentiation. **B** Enrichr analysis results showing the top 10 cell types enriched by nicotinamide, P38 inhibitor, or IWP-2 based on gene expression profiles. Venn diagram showing the numbers of genes upregulated (**C**) and downregulated (**D**) by nicotinamide (Nam), SB202190, or IWP-2 compared with untreated control. **E** The top 10 pathways enriched by the 446 genes upregulated by nicotinamide (Nam) and P38 inhibitor (P38i), but not IWP-2. **F** The top 10 pathways enriched by the 801 genes downregulated by nicotinamide (Nam), or P38 inhibitor (P38i), but not IWP-2. Comparison of gene expression related to heart development (**G**) and cell cycle (**H**) in the differentiated cells generated under different treatments after 10 days of differentiation.

However, nicotinamide itself increased 499 genes related to mitochondrial electron transport and cellular respiration (Supplementary Fig. 4C) and decreased 494 genes strongly enriched to cell cycle regulation (Supplementary Fig. 4D). 

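With nicotinamide alone, 740 genes were at least 1.5-fold above control and 394 below it. The higher genes held 7 of 34 subunits of mitochondrial complex I, the first enzyme of the respiratory chain, where 2.06 would fall by the region's share of all genes, and 5 of 28 genes of the citric acid cycle and fatty acid oxidation, where 1.69 would (ACADVL, CPT1A, CPT2, ETFB and ETFDH, named after their values were seen). NDUFS1, the largest subunit of complex I, was 2.20-fold higher than control, and CPT1A, which brings fatty acids into mitochondria, at least 2.39-fold higher. The largest higher differences of the region were those of KEL, 4.71-fold, TENM1, an adhesion protein of neurons, at least 3.96-fold, and NMRK2, a muscle kinase that makes NAD from nicotinamide riboside, at least 3.83-fold. The lower genes held 10 of 39 genes of G2 and mitosis, where 1.26 would fall by the region's share, 9 of 33 of S phase and DNA replication, where 1.06 would, and 5 of 28 signals of blood vessel development, where 0.9 would. UHRF1, which copies DNA methylation at replication, was 3.51-fold lower, VEGFC, a growth factor of lymph vessels, 4.68-fold lower, and FZD7, a receptor of WNT proteins, 4.48-fold lower. OLFML2A was 6.72-fold lower and CNTN6, an adhesion protein of neurons, at least 5.54-fold lower. The number of higher genes was 432 with a 2-fold threshold, 6 on the unnormalized signals and 1153 when probes were counted, and that of lower genes 2654 on the unnormalized signals and 608 with no filter on detection. In data simulated from the control signals, with changes planted in the array labelled nicotinamide, 588 of 11031 unchanged genes (5.3%) passed 1.5-fold. There 38.0% of the genes changed 1.5-fold, which lie on the cut itself, and 90.0% of those changed 2-fold were recovered. The changed genes were all detected well above background in control, so these rates do not cover dim genes. All simulated arrays had the background of the control array, and the lower signal of the nicotinamide array was not modelled.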

Then we examine the genes related to mitochondrial electron transport, and nicotinamide specially upregulated *NDUFA13*, *ETFB*, *NDUFB7*, *NDUFA3*, *NDUFB9*, *ATP5J*, and *NDUFS3* (Supplementary Fig. 4E). 

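All 7 of these electron transport genes were at least 1.5-fold above control with nicotinamide, 5 with the P38 inhibitor and 4 with IWP-2, with medians of 2.10-fold, 1.56-fold and 1.51-fold. NDUFB9, a subunit of complex I, was 2.65-fold, 1.91-fold and 1.92-fold higher with nicotinamide, the P38 inhibitor and IWP-2, and NDUFA13 2.18-fold, 1.75-fold and 1.79-fold higher. ETFB, which passes electrons from fatty acid oxidation to the respiratory chain, was 1.99-fold, 1.33-fold and 1.33-fold higher, and ATP5PF, the current symbol of ATP5J, 2.16-fold, 1.78-fold and 1.51-fold higher. NDUFB7, NDUFA3 and NDUFS3 were 2.00-fold, 2.07-fold and 2.10-fold higher with nicotinamide, 1.50-fold, 1.45-fold and 1.56-fold with the P38 inhibitor and 1.71-fold, 1.44-fold and 1.46-fold with IWP-2. None of the 7 was 1.5-fold higher with nicotinamide than with the P38 inhibitor or IWP-2, with medians of 1.35-fold and 1.43-fold that turned to log2 values of -0.41 and -0.13 on the unnormalized signals, where the all-gene medians are -0.68 and -0.45. Of all complex I subunits, 22 of 34 were higher than control with nicotinamide, 14 of 33 with the P38 inhibitor and 8 of 33 with IWP-2, with medians of 1.71-fold, 1.39-fold and 1.31-fold. Compared directly, 2 of 34 were at least 1.5-fold higher with nicotinamide than with the P38 inhibitor and 3 of 34 than with IWP-2. Of the subunits of complexes II to IV with cytochrome c, 16 of 23, 13 of 23 and 13 of 23 were higher, and of ATP synthase 12 of 16, 11 of 16 and 8 of 16. Genes of the citric acid cycle and fatty acid oxidation were higher in 19 of 28, 15 of 27 and 10 of 27 members. On the unnormalized signals 1 of the 7 genes and 3 of the complex I subunits passed 1.5-fold with nicotinamide. With a 2-fold threshold NDUFB9, NDUFA13, ATP5PF, NDUFS3 and NDUFA3 passed with nicotinamide, and none of the 7 passed with the P38 inhibitor or IWP-2. Scaling to the 75th percentile put 1 of the 7, ETFB, 1.5-fold above the P38 inhibitor, and 3 with the P38 inhibitor above control.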

And interestingly, the cardiomyocytes generated by nicotinamide treatment expressed lower levels of cell cycle-related genes compared with other groups (Fig. 5H). These results indicate that cardiomyocytes derived by nicotinamide possibly have high mitochondrial activity and low proliferation ability, and an additional nicotinamide target is involved in its regulation of cardiac differentiation.

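Of 23 genes drawn in Fig. 5H, 21 were detected, and 21 of 21 were at least 1.5-fold below control with nicotinamide, 18 of 21 with the P38 inhibitor and 10 of 21 with IWP-2. Against the other treatments, 17 of 21 were lower with nicotinamide than with the P38 inhibitor and 20 of 21 than with IWP-2. CCND1, the cyclin of the G1 phase, had a log2 value of 9.98 with nicotinamide, against 11.61 in control, 11.59 with the P38 inhibitor and 11.72 with IWP-2. NEK2, a kinase of the centrosome, was 2.94-fold and 3.23-fold lower with nicotinamide than with the P38 inhibitor and IWP-2, and UBE2C, which marks mitotic cyclins for destruction, 3.44-fold and 3.52-fold lower. SIRT2, a deacetylase, and TP53I13 did not differ by 1.5-fold between nicotinamide and the P38 inhibitor, and CCNE2 and BMP4 were not detected on any array. Of a fixed list of genes of G2 and mitosis, 38 of 39, 24 of 39 and 23 of 39 were below control with nicotinamide, the P38 inhibitor and IWP-2, and 36 of 39 were lower with nicotinamide than with the P38 inhibitor. TOP2A, which untangles DNA, was 3.59-fold and 3.21-fold lower with nicotinamide than with the P38 inhibitor and IWP-2, and CDK1, the kinase that starts mitosis, 2.87-fold and 2.88-fold lower. S phase genes were lower in 12 of 32 members and higher in 1 with nicotinamide than with the P38 inhibitor. Markers of mesenchymal cells and fibroblasts lay lower too, with 16 of 22 lower with nicotinamide than with the P38 inhibitor, at a median log2 difference of -1.33 against -1.18 for G2 and mitosis. With no background correction 11 of the Fig. 5H genes were at least 1.5-fold lower with nicotinamide than with the P38 inhibitor, and with a 2-fold threshold 4 were below control with the P38 inhibitor and 3 with IWP-2.

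**Figure D2:**
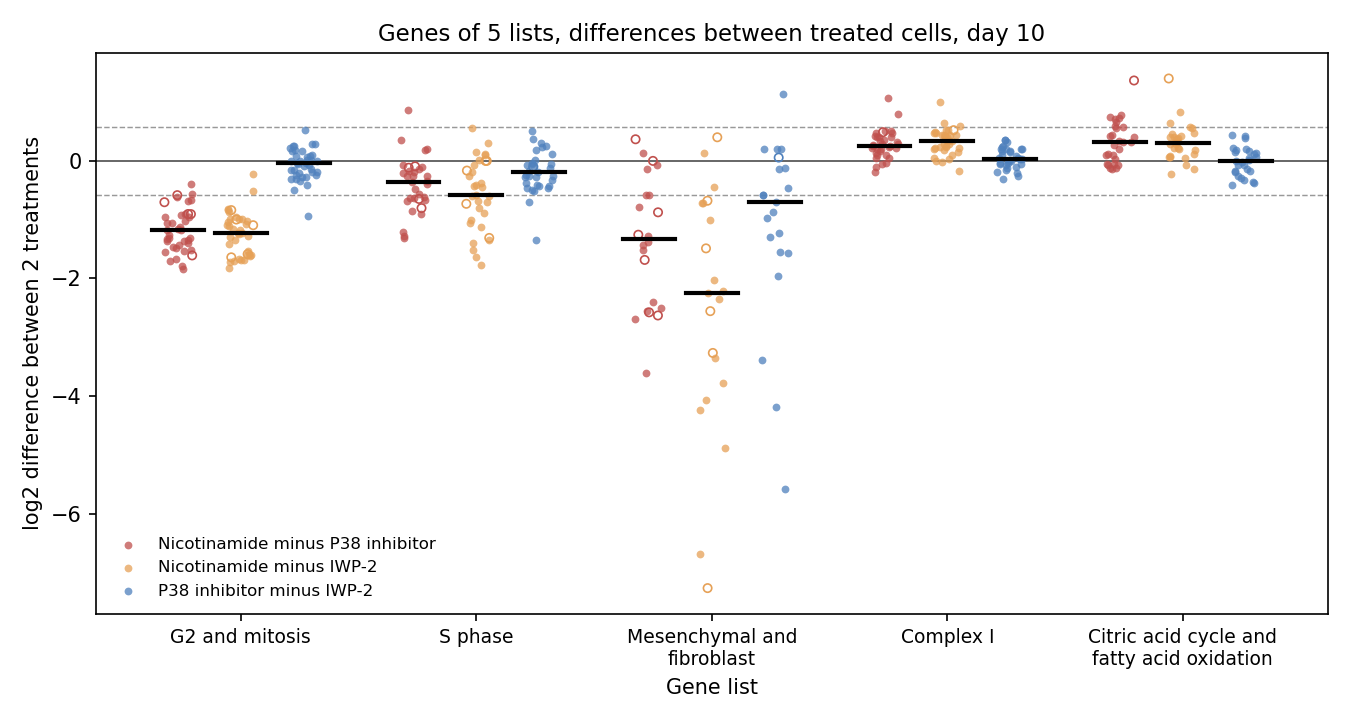
Log2 difference between 2 treated arrays (y axis) for the detected genes of 5 lists (x axis), 1 point per gene and 1 array per condition. Open points are genes below detection in 1 of the 2 arrays, set to that array's floor, black lines are medians, and dashed lines mark 1.5-fold. The G2 and mitosis medians are -1.18 and -1.22 for nicotinamide and -0.04 between the P38 inhibitor and IWP-2, with 0.13 on the unnormalized signals, where the all-gene median is 0.20, and the complex I medians with nicotinamide are 0.26 and 0.33, with -0.54 and -0.29 there, where the all-gene medians are -0.68 and -0.45.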

### Nicotinamide improves the survival of individualized cardiomyocytes through ROCK inhibition

In order to utilize hESC-derived cardiomyocytes in regenerative medicine, these cells have to be effectively harvested and stored without severe cell death or the loss of cell purity. In the freshly derived cardiomyocytes, more than half cardiomyocytes died within 24 h after dissociation and passaging (Fig. 6A). The cell death phenotype was suppressed by nicotinamide in a dose-dependent manner (Fig. 6A). We inspected the potential targets involved in cardiomyocyte survival. After dissociation and passaging, only ROCK inhibitor Y27632 was able to rescue cell survival similar to nicotinamide, while other inhibitors of nicotinamide targets failed to improve cell survival (Fig. 6B). Myosin light chain (MLC) is the downstream target of ROCK, so we measured the phosphorylation of MLC after cardiomyocyte dissociation to confirm the inhibition of ROCK activity by nicotinamide. ROCK inhibitor or nicotinamide suppressed MLC phosphorylation after 1 h of cell individualization (Fig. 6C and Supplemental Fig. 5A). Inhibition of ROCK can lead to autophagy impairment or activation [32, 33], so we examined the influence of nicotinamide or ROCK inhibitor on the autophagy flux during cardiomyocyte dissociation. However, neither nicotinamide nor ROCK inhibitor had a significant effect on autophagy markers LC3 and P62 in hESC-derived cardiomyocytes (Supplemental Fig. 5B−E). These data suggest that nicotinamide improves cardiomyocytes survival through the inhibition of ROCK kinase, but independently of autophagy regulation. We further confirmed that nicotinamide was beneficial to cardiomyocyte survival but not to other cell type during passaging (Fig. 6D, E). The bright field images showed that nicotinamide and Y27632 promoted cardiomyocytes survival after 24 h of dissociation (Fig. 6D). Flow cytometry analysis showed that ROCK inhibitor or nicotinamide was sufficient to promote cell survival and maintain the TNNT2-positive ratio (Fig. 6E). Furthermore, nicotinamide and ROCK inhibitor also had a similar effect on the survival of cardiomyocytes induced by nicotinamide (Supplementary Fig. 5F, G).

**Fig. 6:**
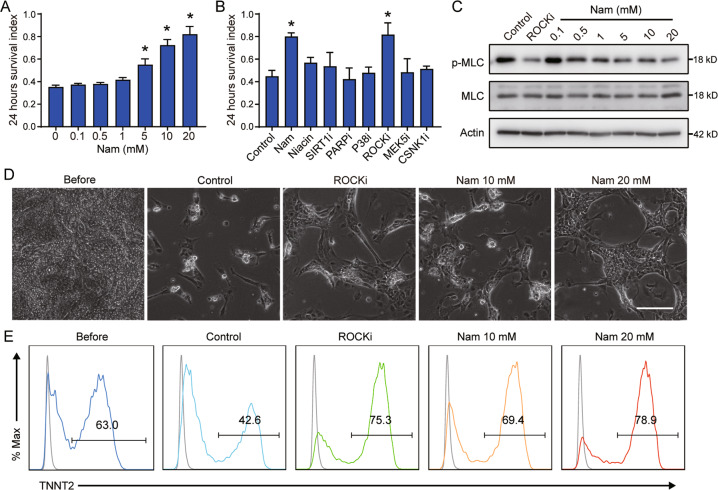
Nicotinamide promotes the survival of hESC-derived cardiomyocytes and improves cardiomyocyte purity. **A** Dose-dependent impact of nicotinamide on the survival of hESC-derived cardiomyocytes. After 10 days of differentiation, hESC-derived cardiomyocytes were passaged under the indicated doses of nicotinamide (Nam). The survival index indicates the number of living cells divided by the input cells after 24 h of plating. **B** The effect of different modulators related to nicotinamide on cardiomyocyte survival 24 h after dissociation. Nicotinamide (Nam) 20 mM, Niacin 20 mM, EX527 (SIRT1i) 10 μM, AZD2281 (PARPi) 100 nM, SB202190 (P38i) 10 μM, Y-27632 (ROCKi) 10 μM, BIX02189 (MEK5i) 5 μM or D4476 (CSNK1i) 10 μM. **C** Phosphorylation of MLC (Ser19) in dissociated cardiomyocytes under indicated doses of nicotinamide or ROCK inhibitor (Y27632, 10 μM) treatment for 1 h after individualization. **D** Representative phase-contrast images of cardiomyocytes passaged under the indicated treatments, 24 h after plating. Nicotinamide (Nam) 10 mM or 20 mM, Y27632 (ROCKi) 10 μM. Scale bar, 100 μm. **E** Flow cytometric analyses showing the percentage of TNNT2-positive cardiomyocytes passaged under the indicated treatments, 24 h after plating. Data shown are normalized to control, and represent mean ± SD of three independent experiments (*p < 0.05 compared with Control).

### Nicotinamide affects heart development, but has no effect on vascular system formation during fish development

To study the influence of nicotinamide in mesodermal development in vivo, we examined the impact of nicotinamide on vascular development in a zebrafish model (Tg (Fli1:EGFP)) which expresses *fli1* driven EGFP in the vascular vessels [34]. Tg (Fli1:EGFP) zebrafish embryos were subjected to nicotinamide treatment for 3 days before microscopic examination. Half of the embryos exposed to nicotinamide displayed enlarged heart, but normal vascular systems were observed in all the animals (Fig. 7A−C). This result suggested that other factors could modulate in vivo endothelial differentiation in the presence of nicotinamide, which prevents nicotinamide from interfering with endothelial differentiation during embryogenesis. To test this hypothesis, endothelial inducing factor VEGF was applied along with nicotinamide to examine its impact on endothelial differentiation from hESCs (Fig. 7D). VEGF alone enhanced both endothelial and smooth muscle differentiation, while nicotinamide alone suppressed both cell types (Fig. 7E). To explore the mechanism of nicotinamide in VEGF-induced differentiation, we added the nicotinamide-related inhibitors together with VEGF. The expression of *PDGFRβ* and *ACTA2* was significantly decreased by nicotinamide or P38 inhibitor (Fig. 7F), but the endothelial markers *PECAM* and *CDH5* were not changed (Supplementary Fig. 6). These data suggest that nicotinamide is able to induce cardiomyocyte differentiation, and it can also crosstalk with the VEGF signaling pathway through P38 inhibition during embryogenesis.

**Fig. 7:**
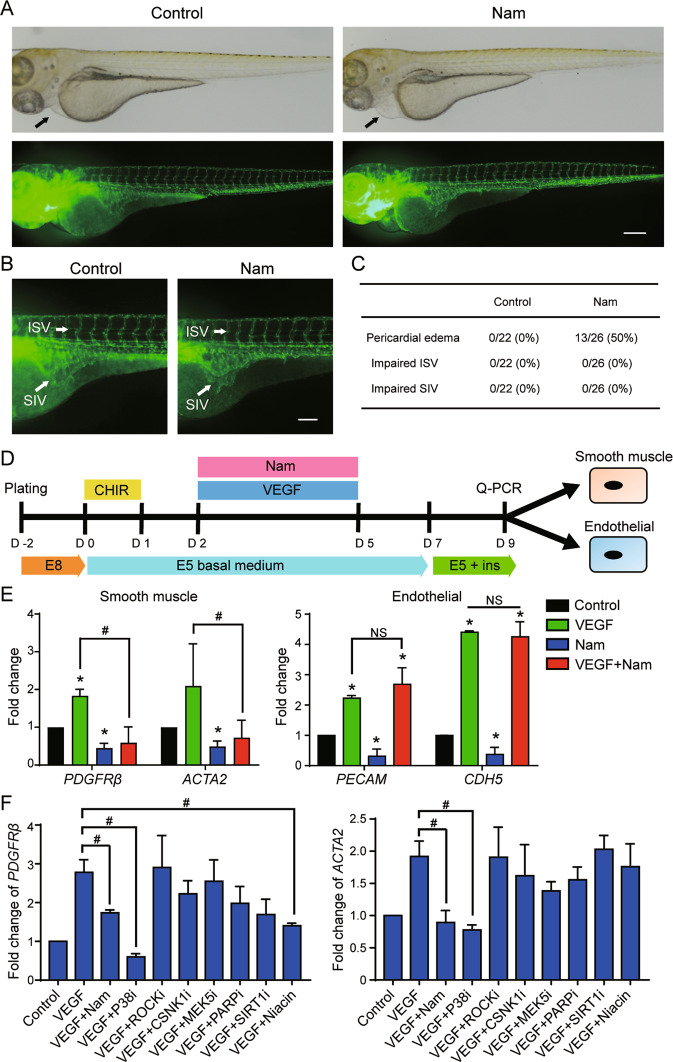
The influence of nicotinamide in zebrafish cardiovascular system development. **A** Effect of nicotinamide on the development of The Tg(Fli1:EGFP) transgenic zebrafish. Nicotinamide was applied between 18 and 24 h post fertilization. The images were taken after 3 days of treatment. Top, the bright field images of zebrafishes; Bottom, the fluorescence images. Scale bar, 200 μm. **B** The enlarged images showing the intersegmental vessels (ISV) and subintestinal veins (SIV) of zebrafishes. Scale bar, 100 μm. **C** Percentage of zebrafish with pericardial edema, impaired ISV, or impaired SIV (*n* = 22 in control group, and *n* = 26 in nicotinamide group). **D** The schematic diagram showing the protocol of endothelial and smooth muscle differentiation. VEGF 50 ng/mL was added from day 2 to day 5 in the absence or presence of 10 mM nicotinamide. **E** Analyses of mRNA expression levels of *PECAM*, *CDH5*, *PDGFRβ*, and *ACTA2* by qPCR at day 9 of differentiation. Black, Control; green, VEGF 50 ng/mL; blue, Nicotinamide 10 mM; red, VEGF 50 ng/mL and nicotinamide 10 mM. Data shown are normalized to control and represent three independent experiments (*p < 0.05 compared with control, #*p* < 0.05 compared with VEGF). **F** The indicated inhibitors were added to analyze the mechanism of nicotinamide in VEGF-induced differentiation. The mRNA levels of *PDGFRβ* and *ACTA2* were measured by q-PCR at day 9 of differentiation. The following treatments were added from day 2 to day 5 together with VEGF (50 ng/mL): Nicotinamide (Nam,10 mM), P38 inhibitor SB202190 (P38i, 10 μM), ROCK inhibitor Y-27632 (ROCKi, 10 μM), CSNK1 inhibitor D4476 (CSNK1i, 10 μM), MEK5 inhibitor BIX02189 (MEK5i, 5 μM), PARP inhibitor AZD2281 (PARPi, 100 nM), SIRT1 inhibitor EX527 (SIRT1i, 10 μM), or Niacin (10 mM). Data shown are normalized to control and represent mean ± SD of three independent experiments (#*p* < 0.05 compared with VEGF).

## Discussion

Nicotinamide is not only a vitamin involved in metabolism, but also a therapeutic agent for various diseases. Nicotinamide is prescribed to reduce birth defects and treat preeclampsia in pregnant women [5, 16]. However, the molecular mechanisms of nicotinamide during embryogenesis have not been completely understood. This study reveals nicotinamide as a cardiomyocyte inducer through kinase inhibition, and provides efficient methods to derive and maintain cardiomyocytes from hESCs in chemically defined conditions.

In vertebrate heart development, WNT pathway plays pivotal roles in cardiomyocyte cell fate determination. The temporal modulation of WNT pathway has been widely used to induce cardiomyocytes from hESCs [35–37]. In most protocols, serum albumin is required to enhance cardiac differentiation based on WNT modulation, which limits the usage of hESC-derived cardiomyocytes in regenerative therapy [37–39]. We develop an efficient method with nicotinamide to generate functional human cardiomyocytes in albumin-free conditions, which is independent of canonical WNT pathway. Furthermore, our study provides a model to investigate the mechanism of human cardiomyocyte development beyond canonical WNT pathway.

Nicotinamide has been widely used in stem cell study, such as pancreas and retinal pigment epithelium differentiation [24, 25], but the mechanism in each process is still unclear. Nicotinamide is widely proclaimed to act through NAD^+^ metabolism, Sirtuin and PARP pathways [40–42]. However, we demonstrate that nicotinamide carries out many functions as a kinase inhibitor in hESCs [22]. The expanded kinase inhibition screen identified 18 nicotinamide targets in 468 kinase candidates (Fig. 3C, D). Among the kinases inhibited by nicotinamide, P38 inhibition leads to cardiac differentiation (Fig. 3F, G), while ROCK inhibition improves cardiomyocyte survival (Fig. 6). These findings highlight nicotinamide’s important regulatory mechanism through kinase cascades, and we believe that more nicotinamide actions will be associated with kinase inhibition.

While WNT inhibition is the most common approach to induce cardiomyocytes from mesoderm progenitors, other pathways are also important for cardiac cell fate determination both in vivo and in vitro [28, 43, 44]. Although P38 inhibition has been previously implicated in promoting cardiomyocyte on the embryoid body platform [45], this study is the first to reveal the stage-specific impact of P38 inhibition in mesodermal differentiation in chemically defined conditions. Beyond the function of cardiac differentiation, P38 has also been implicated in cardiomyocyte proliferation and hypertrophy, as well as sarcomeric organization [46–50]. These studies and our research indicate that nicotinamide and P38 pathway regulate cardiac development and pathology. The hESC-based cardiac differentiation process would be an ideal platform to further elaborate the molecular mechanism of nicotinamide function and its crosstalk with WNT pathway in cardiomyocyte fate determination. At the same time, nicotinamide and p38 inhibition could also serve as a viable option to improve cardiac differentiation in albumin-free and chemically defined culture conditions.

In summary, we show that nicotinamide enhances cardiomyocyte differentiation and subsequent cell handling. Through a 468-kinase inhibition screening, we reveal that nicotinamide induces cardiac differentiation partially through the inhibition of p38 pathway. Nicotinamide is also beneficial in cardiomyocyte manipulation by improving cell survival as a ROCK inhibitor. This study not only demonstrates nicotinamide as a useful factor for cardiomyocyte production in regenerative medicine, but also implicates that nicotinamide could have a profound impact on embryogenesis if it is prescribed during pregnancy.

## Supplementary information

supplemental file

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Table 1

Supplementary Table 2

Supplementary Video

co-authors’ agreement

## Data Availability

All data in the manuscript and supplementary information are available from the corresponding authors upon request.

# Supplementary material for: Nicotinamide promotes cardiomyocyte derivation and survival through kinase inhibition in human pluripotent stem cells
**Source:** Cell Death Dis. 2021 Nov 29;12(12):1119. doi: 10.1038/s41419-021-04395-z
**Supplement:** Supplementary file 1 — supplemental file

**Nicotinamide promotes cardiomyocyte derivation and survival through kinase inhibition in human pluripotent stem cells**

**Supplemental information**

Supplementary methods

Supplementary Fig. 1. Nicotinamide directs hPSCs towards cardiomyocytes in mesoderm differentiation.

Supplementary Fig. 2. Field potential of cardiomyocyte induced by IWP-2 or nicotinamide.

Supplementary Fig. 3. Mechanism study of nicotinamide-induced cardiac differentiation.

Supplementary Fig. 4. Comparison of gene expression in cardiomyocytes induced by WNT inhibitor, P38 inhibitor, or nicotinamide.

Supplementary Fig. 5. Nicotinamide promotes the survival of cardiomyocytes.

Supplementary Fig. 6. The effect of nicotinamide-related inhibitors on VEGF-induced endothelial differentiation.

Supplementary Video. The morphology of cardiomyocytes induced by nicotinamide on day 8 of differentiation.

Supplementary Table 1. Reagents and primers used in this study.

Supplementary Table 2. The full results of KINOMEscan assay.

**Supplementary methods**

**Cardiac differentiation in H9 and NL4 cell lines**

H9 and NL4 cells were seeded in matrigel-coated 12-well plates, and cultured for 2 days. CHIR99021 was added in E5 basal medium on day 0 of differentiation. After mesodermal induction by CHIR99021 for 1 day, the cells were cultured in E5 medium for 1 day. Then IWP-2 (3 μM) was applied from day 2 to day 5 as positive control, and no treatment between day 2 and day 5 was used as negative control. Nicotinamide (10 mM) in the presence or absence of IWP-2 was added from day 2 to day 5 to examine the synergistic effect. The optimized method of nicotinamide application was also tested in H9 and NL4 lines. Nicotinamide at 10 mM or 20 mM was applied to H9 or NL4 cells from day 1 to day 5 of differentiation. Total RNA was harvested on day 10 of differentiation for q-PCR.

**Multi-electrode Array (MEA) assay**

The assay was performed following the instruction of manufacture (Axion) with some modification using the MAESTRO 768D system. Briefly, the MEA plate was coated with vitronectin (20 μg/ml) for at least 1 hour at 37°C, 5% CO2. Then cardiomyocytes were dissociated with accutase for 10 minutes at 37°C. After removing accutase, cardiomyocytes were suspended in E5 medium with insulin (10 μg/ml) and Y27632 (10 μM), and the cell suspension was centrifuged at 1000 rpm for 5 minutes. The cell pellet was resuspended in E5 medium with insulin (10 μg/ml) and Y27632 (10 μM) to 8,000 cells /μl. After removing the vitronectin from MEA plate, 8 μl cell suspension was added into the center of each well of 12-well MEA plate, and incubated at 37°C, 5% CO2 for 1-2 hours. Cardiomyocyte Maintenance Medium (Gibco, A2920801) was added gently into each well of MEA plate. After 5-7 days of culture, the electrical signals were recorded on Axion Biosystems’ Maestro MEA system.

**Mito stress test**

Mito stress test was performed using seahorse XF cell mito stress test kit (Agilent, 103015-100) on seahorse XFe 96 extracellular flux analyzer (Agilent). Briefly, IWP-2 or nicotinamide-induced cardiomyocytes were seeded into the seahorse XF cell culture microplates (Agilent, 101085-004) on day 10-15 of differentiation. The cells were cultured in E5 medium with insulin (10 μg/ml) and Y27632 (10 μM) for 1 day. The experiment was performed following the manufacture’s protocol. These reagents were used for Mito Stress test: oligomycin (2 μM), FCCP (1 μM), rotenone/antimycin A (0.5 μM). After the test, cells were lysed in wells (10 mM Tris-HCl, 0.1% triton), and protein level was measured using Bradford reagent for normalization.

**Lentivirus packaging and transfection**

The plasmids of shRNA targeted *ROCK1*, *ROCK2*, *MAPK11*, *MAPK12*, *MAPK13* and *MAPK14* were constructed by GeneCopoeia Company. The forward primers used for plasmid construction were 5’-GATCCG(sense strand)TCAAGAG(antisense strand)TTTTTTGGAATT-3’. The targeted sequences were listed here.

*ROCK1-c* GCAGATATAAAGACACAATAA

*ROCK1-e* GGCGAAATGGTGTAGAAGAAA

*ROCK2-c* GGAACACCGGATTATATATCA

*ROCK2-d* GGATTCACTTGTAGGAACATA

*MAPK11-a* GAATCTACACGCATGTATGCA

*MAPK11-b* TGAACAACATCGTCAAGTGCC

*MAPK12-b* GTCCAGAAGTATGATGACTCC

*MAPK12-c* GATGAATGGAAGCGTGTTACT

*MAPK13-f* GCTGGATGCACTACAACCAGA

*MAPK13-h* GCACATCTACAAGGAGATTGT

*MAPK14-a* CCATTTCAGTCCATCATTCAT

*MAPK14-b* CCTAGTAATCTAGCTGTGAAT

The shRNA plasmid was transfected together with psPAX2 and pMD2.G into 293FT cells. After transfection, the medium containing virus was harvested and precipitated by Polyethylene glycol (PEG, sigma). The virus was suspended in PBS, and aliquoted for transfection. To determine the knockdown efficiency, H1 cells were transfected with shRNA lentivirus, and total RNA was harvested for q-PCR. The efficient lentivirus was used to knock down gene expression during cardiac differentiation. The indicated virus was added into the E5 medium on day 2 of differentiation, and RNA was harvested to detect the mRNA level of *NKX2-5* on day 10 of differentiation.

**Cardiomyocyte passaging and immunoblot analysis**

The cardiomyocytes were dissociated by TrypLE for 10 minutes on day 10-13 of differentiation. After removing of TrypLE, the cardiomyocytes were suspended in E5 basal medium with 10 μg/ml insulin, and seeded into the Matrigel-coated plates. After 1 hour, the cells were harvested for western blot using 2 x loading buffer included protease and phosphatase Inhibitors. The cell number of cardiomyocytes were counted with flow cytometry after 24 hours of seeding.

After dissociation, the cardiomyocytes were seeded onto the Matrigel-coated plates, and treated with the indicated chemicals for 24 hours before the cells were harvested for western blot. Two primary antibodies were used: LC3 (1:1000, Cell signaling, 4599s) and P62 (1:2000, MBL, PM045). The protein expression levels were quantified by Image Lab (Biorad).

**VEGF-induced differentiation**

H1 cells were seeded in Matrigel-coated 12-well plates, and cultured for 2 days. CHIR99021 (5 μM) was added in E5 basal medium on day 0 of differentiation. After mesodermal induction by CHIR99021 for 1 day, the cells were cultured in E5 medium for 1 day. Then 50 ng/ml VEGF was added into E5 basal medium with or without the following drugs: Nicotinamide (Nam, 10 mM), P38 inhibitor SB202190 (P38i, 10 μM), ROCK inhibitor Y-27632 (ROCKi, 10 μM), CSNK1 inhibitor D4476 (CSNK1i, 10 μM), MEK5 inhibitor BIX02189 (MEK5i, 5 μM), PARP inhibitor AZD2281 (PARPi, 100 nM), SIRT1 inhibitor EX527 (SIRT1i, 10 μM), or Niacin (10 mM). After treated for 3 days, the cells were cultured for 4 days in E5 medium, and then total RNA was harvested to measure the gene expression of *PDGFRβ*, *ACTA2*, *PECAM* and *CDH5* at day 9 of differentiation.

**Supplementary Fig. 1.** Nicotinamide directs hPSCs towards cardiomyocytes in mesoderm differentiation.

**A-B** The gene ontology (GO) analysis showing the biological processes related to development and differentiation regulated by nicotinamide (Nam). H1 cells were treated with 10 mM nicotinamide for 3 days, and then the samples were harvested for microarray. The genes upregulated by nicotinamide **(A)** were enriched in the 9 development-related processes (*p < 0.05). Panel **B** shows the top 20 development-related biological processes enriched by the downregulated genes in nicotinamide group.

**C-D** Analyses of mRNA expression levels of *NKX2-5* and *TNNT2* at day 10 of cardiac differentiation in H9 hESC (**C**) and NL4 iPSC (**D**). Control, no treatment from day 2 to day 5. The following treatments were added from day 2 to day 5, respectively. IWP-2 (3 μM); Nicotinamide (Nam, 10mM); IWP-2 and nicotinamide (IWP-2+Nam). Data shown are mean ± SD of 3 independent experiments (*p < 0.05 compared with control, #p < 0.05 compared with IWP-2).

**E-F** The mRNA levels of cardiac marker genes *NKX2-5* and *TNNT2* were measured at day 10 of differentiation in hESC H9 (**E**) and iPSC NL4 (**F**). IWP-2 (3 μM) was added from day 2 to day 5, and nicotinamide at 10 mM or 20 mM was added from day 1 to day 5. Data shown are mean ± SD of 3 independent experiments (*p < 0.05 compared with control).

**Supplementary Fig. 2.** Functional analysis of IWP-2 or nicotinamide-derived cardiomyocytes using multielectrode array (MEA) system.

**A** The representative waveform of IWP-2 or nicotinamide-derived cardiomyocytes was recorded using Axion Biosystems. The IWP-2 or nicotinamide-derived cardiomyocytes were seeded in the 12-well MEA plates on day 15 of differentiation, and the electrical signals were recorded on day 25.

**B** The beat period, conduction velocity, and maximum propagation delay were measured in IWP-2 or nicotinamide-derived cardiomyocytes by MEA. Data shown are mean ± SD of 14-28 measurements (*p < 0.05 compared with IWP-2).

**Supplementary Fig. 3.** Mechanism study of nicotinamide-induced cardiac differentiation.

**A-B** The effect of HDAC inhibitor VPA on cardiac differentiation. Different doses of VPA was added from day 1 to day 5 of differentiation. IWP-2 (3 μM) was added from day 2 to day 5 (IWP-2), and nicotinamide at 10 mM or 20 mM was added from day 1 to day 5.

**C-D** The gene expression of *ROCK1* (**C**) and *ROCK2* (**D**) was quantified by q-PCR. H1 cells were transfected with the indicated shRNA lentivirus targeted *ROCK1* or *ROCK2* for 24 hours, and total RNA was harvested after 48 hours for q-PCR.

**E-H** The gene expression of *MAPK11* (**E**), *MAPK12* (**F**), *MAPK13* (**G**), and *MAPK14* (**H**) was quantified by q-PCR. H1 cells were transfected with the indicated shRNA lentivirus targeted *MAPK11* (**E**), *MAPK12* (**F**), *MAPK13* (**G**), or *MAPK14* (**H**) for 24 hours, and total RNA was harvested after 48 hours for q-PCR.

**I** The gene expression of *NKX2-5* was analyzed by q-PCR. On day 0, CHIR99021 was added to the E5 differentiation medium for 24 hours. Then the cells were cultured in E5 medium for 1 day. On day 2, the efficient shRNA lentivirus were added to infect the cells for 1 day. After infection, the cells were cultured in E5 medium for 7 days, and total RNA was harvested for q-PCR on day 10 of differentiation. Data shown are mean ± SD of 3 independent experiments (*p < 0.05 compared with Control or sh-Control).

**Supplementary Fig. 4.** Comparison of gene expression in cardiomyocytes induced by WNT inhibitor, P38 inhibitor, or nicotinamide.

**A** The top 10 pathways enriched by the 644 genes specifically upregulated by nicotinamide (Nam), SB202190 (P38i), and IWP-2 treatment.

**B** The top 10 pathways enriched by the 562 genes specifically downregulated by nicotinamide (Nam), SB202190 (P38i), and IWP-2 treatment.

**C** The top 10 pathways enriched by the 499 genes specifically upregulated by nicotinamide, but not IWP-2 or P38 inhibitor.

**D** The top 10 pathways enriched by the 494 genes specifically downregulated by nicotinamide, but not IWP-2 or P38 inhibitor.

**E** Gene expressions related to electron transport in the differentiated cells after 10 days of differentiation.

**Supplementary Fig. 5.** Nicotinamide promotes the survival of cardiomyocytes.

**A** Immunoblot analysis of p-MLC / MLC in Fig. 6C. Data shown are mean ± SD of 3 independent experiments (*p < 0.05 compared with Control).

**B-E** hESC-derived cardiomyocytes were passaged and subjected to the indicated treatments for 24 hours. The protein levels of LC3 and p62 were determined by western blot. Chloroquine increased the protein level of LC3-II and P62 significantly. Neither nicotinamide nor ROCK inhibitor Y27632 show significant impact on the LC3-II and P62 in the condition with or without leupetin and chloroquine treatment. Data shown are mean ± SD of 3 independent experiments (*p < 0.05 compared with none treated control).
**F** Dose-dependent effect of nicotinamide on the survival of cardiomyocytes generated through nicotinamide. After 10 days of differentiation, hESC-derived cardiomyocytes by nicotinamide were passaged under the indicated doses of nicotinamide (Nam) or Y27632 10 μM (ROCKi). The survival index indicates the number of living cells divided by the input cells 24 hours after seeding (n = 3 technical repeats). Data shown are representative of 3 independent experiments (*p < 0.05 compared with Control).

**G** Representative phase contrast images of cardiomyocytes induced by nicotinamide before and 24 hours after seeding. Scale bar, 100 μm.

**Supplementary Fig. 6.** The effect of nicotinamide-related inhibitors on VEGF-induced endothelial differentiation.

**A-B** The indicated inhibitors were added to analyze the mechanism of nicotinamide in VEGF-induced differentiation. The mRNA levels of *PECAM* and *CDH5* were measured by q-PCR at day 9 of differentiation. The following treatments were applied from day 2 to day 5 together with VEGF 50 ng/mL, respectively. Nicotinamide (Nam, 10 mM), P38 inhibitor SB202190 (10 μM), ROCK inhibitor Y-27632 (10 μM), CK1 inhibitor D4476 (10 μM), MEK5 inhibitor BIX02189 (5 μM), PARP inhibitor AZD2281 (100 nM), Sirt1 inhibitor EX527 (10 μM), Niacin (10 mM).

How the deposited data were processed for this re-analysis (not part of the article)

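The analysis covers the 4 microarrays of Fig. 5 and Supplementary Fig. 4, from H1 human embryonic stem cells at day 10 of differentiation, with 1 array each for control, IWP-2, nicotinamide and the P38 inhibitor. By the methods, the authors made cDNA and labelled cRNA with SuperScript III and the TargetAmp-Nano kit, hybridized Illumina HumanHT-12 v4 BeadChips, scanned them on an iScan, and used arrayanalysis.org, pheatmap, DAVID and Enrichr for the results in the figures. The dose of nicotinamide is 20 mM in the legend of Fig. 5 and 10 mM in the sample labels, and nothing in the files decides between them.

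The values deposited by the authors are signal intensities for 47316 probes and 4 arrays, with no background subtraction and no normalization applied, as the comment lines of the file say and as the different medians of the arrays show. Beside each signal the authors deposited a detection p-value, which ranks the probe among the negative control probes of its array. The value table of the series was compared with the unnormalized signals and 0 cells differed, so the authors' normalized values were not available, and the setting planned for them was run on the log2 of the unnormalized signals.

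Signals were processed in R 4.3.3 with limma 3.58.1. The function neqc corrected the background by a normal-exponential model that takes the negative controls from the detection p-values, added an offset of 16, quantile normalized the 4 arrays and put the values on the log2 scale. Later steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Of the probes, 30118 are listed with a gene in the platform's annotation, 30110 of these with 1 symbol and 8 with several, and 17198 are not listed and were left out. The named probes stand for 20045 genes. The probe detected on most arrays, and among those the one with the highest mean, stood for its gene. A gene was detected on an array at a detection p-value under 0.01. By this rule 12243 genes were detected on at least 1 array and 9272 on all 4.

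A gene counted as higher or lower when it was detected in the brighter of 2 arrays and differed by at least 1.5-fold, the smaller of the thresholds of 1.5 and 2 that the methods give without saying which was used for the Venn diagrams. A gene below detection in the dimmer array was set there to the lowest detected value of that array, a log2 value of 5.58 for control, 5.44 for IWP-2, 5.73 for nicotinamide and 5.47 for the P38 inhibitor, and its fold is a lower bound. List medians take such genes at the floor too, so they can understate a difference. The 3 treated arrays were each set against control, and against each other. With 1 array per condition there is no spread between cultures, so no test of a difference between conditions was run, and no p-value or SD between cultures is given. Arrays were clustered by the Euclidean distance over detected genes with complete linkage. Venn regions were counted on the calls, and the overlap of 2 sets of genes was given as a percent of their union, beside the number that independent sets would share and that simulated arrays with a shared control do share.

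Gene lists were fixed before the data were examined, 53 in all, from the paper's figures and from general knowledge of cell types, organelles and pathways. The alternatives, the thresholds and the rule for naming genes were set then too. For each list the text gives the members higher and lower, the median log2 difference of detected members, or the members in a Venn region beside the number that the region's share of all detected genes gives. A percentile compares a median with 10000 random lists matched on mean expression in 20 bins. The lists of Fig. 5G, Fig. 5H and Supplementary Fig. 4E hold the genes that the paper draws or names for these arrays, and the paper gives no rule for their choice. The paper's DAVID and Enrichr runs were not repeated, since their term tables are not in the files, so the lists stand beside those terms and are not the same gene sets.

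Genes named in the text are those the paper names with the arrays, the 10 largest differences each way among genes detected in both arrays and the 5 largest bounds each way for each treatment against control and for nicotinamide against the P38 inhibitor, the 5 leading genes of each Venn region described, up to 4 members with the largest difference from each list described, and the kinases the paper names as targets. The genes of a Venn region were ranked by their smallest difference over its treatments. Not every gene that the rule allows is named. Genes outside this rule are marked where they stand as chosen after their values were seen. The figures of the paper had been seen when the rule was written. Apart from HOXB6, none of the genes named in the text had another detected probe that gave the opposite direction by over 1.5-fold.

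Precision was limited by the signal over background and by the single arrays. The median signal of detected probes was 3.17 times that of undetected probes on the control array, 2.92 times for IWP-2, 2.65 times for nicotinamide and 3.25 times for the P38 inhibitor, and 36.1%, 38.0%, 34.4% and 37.5% of probes were detected. The steps were tested on simulated data built from the control signals, with changes planted in the array labelled nicotinamide. Changes were planted only in genes detected well above background in control. All simulated arrays had the background of the control array, so the lower signal over background of the nicotinamide array was not modelled. The noise SD, 0.199 per array on the log2 scale, came from the spread of the nicotinamide minus P38 inhibitor difference across probes. Of 50 genes changed at each size, 19 were recovered at 1.5-fold, 45 at 2-fold and all at 3-fold and 4-fold, with 0 in the wrong direction, and 5.3% of unchanged genes passed 1.5-fold. Unchanged lists had a mean percentile of 49.3 and a planted 2-fold list one of 100. The noise of the simulation comes from 2 differently treated cultures and also holds real differences between them, but no replicate cultures of 1 condition. A fold near 1.5 in 1 gene thus has no estimate of its error across cultures.

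The alternatives were an offset of 50, no background correction, scaling to the 75th percentile in place of quantile normalization, the unnormalized signals, the mean of a gene's detected probes, a 2-fold threshold, no detection filter and no floor, detection on all 4 arrays, a detection p-value under 0.05, no floor alone, and probes in place of genes. For the clustering they were also the correlation distance, average linkage, the 1000 genes with the largest range, genes past 1.5-fold in any treatment, and all genes. Added after the values were seen were 2 combined settings, 2-fold with no background correction, with and without the detection filter, and clustering on genes scaled to SD 1.

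Left out were the paper's qPCR, imaging, binding and survival experiments, which have no deposited array data, and 1 of the 14 genes of Fig. 5G, which was not analysed here for lack of a named probe. Genes of the sex chromosomes that tell a donor's sex were not reported. No coordinates were used. An array average stands for all cells of a culture, and marker lists do not measure the share of a cell type.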

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

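Which of the fixed lists lie outside the subjects that the paper discusses with the arrays was decided after their values were seen, and no test of an explanation was run here. Of the 18 lists so named, 2 are flagged here, with a median above control by at least 1.5-fold, each in genes that the paper does not discuss. Oxygen carriers with IWP-2 and skeletal muscle markers, with 3 detected members, also passed 1.5-fold and stand among the other observations. Lists below control are given among the other observations.

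Genes of BMP, Nodal and TGF-β signalling, the signals that pattern mesoderm and the heart field, had median log2 differences from control of 1.703 with nicotinamide, 0.935 with the P38 inhibitor and 0.706 with IWP-2. Of the detected members, 11 of 14, 11 of 17 and 8 of 15 were higher and 2, 2 and 2 lower, and 8 of 17 were higher under all 3, where 1.7 would fall by that region's share of all genes. ID4, an inhibitor of differentiation that BMP induces, was 16.9-fold, 10.8-fold and 3.23-fold higher with nicotinamide, the P38 inhibitor and IWP-2, BMP7 11.7-fold, 8.75-fold and 4.12-fold higher, and TGFB2 6.17-fold, 12.4-fold and 3.73-fold higher, whereas TGFBI, a matrix protein induced by TGF-β, was at least 206-fold, 8.50-fold and 1.93-fold lower. With nicotinamide the median lay 0.69 above IWP-2 on the log2 scale and turned to -0.017 on the unnormalized signals, where the median over all genes is -0.45.

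Genes of glycolysis had median log2 differences from control of 0.804 with nicotinamide and 0.884 with the P38 inhibitor, against 0.42 with IWP-2, which is under 1.5-fold. Of 19 detected members, 12 were higher and 4 lower with nicotinamide, 13 higher and 3 lower with the P38 inhibitor, and 8 higher and 1 lower with IWP-2, whose median lay at percentile 100.0 of random lists matched on expression. GPI, which makes fructose 6-phosphate, was 5.59-fold, 4.20-fold and 2.75-fold higher with nicotinamide, the P38 inhibitor and IWP-2, and PKM, the pyruvate kinase of most tissues, 4.82-fold, 5.44-fold and 4.35-fold higher. SLC2A1, the glucose transporter of embryonic cells, ran the other way, at 15.1-fold, 9.18-fold and 1.20-fold lower, as did ALDOC, an aldolase, at 5.66-fold, 4.72-fold and 2.61-fold lower.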

How the results depend on the processing

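Of the settings below, the 2 that combine 2-fold with no background correction, and clustering on scaled genes, were chosen after the results were seen. At the settings used in the text, genes past 1.5-fold numbered 2857 higher and 2527 lower for nicotinamide against control, 2467 higher and 2439 lower for the P38 inhibitor against control, 1507 higher and 1867 lower for IWP-2 against control, 624 higher and 720 lower for nicotinamide against the P38 inhibitor, 1413 higher and 1370 lower for nicotinamide against IWP-2 and 1026 higher and 1107 lower for the P38 inhibitor against IWP-2. No paired analysis was possible because each condition has 1 array, and for the same reason no array could be left out. The signal over background limits genes near the floor, most of all on the nicotinamide array, where detected probes had 2.65 times the median signal of undetected ones, and a small difference in these genes was not detectable. The counts of genes and regions lay within 1.5 times in 201 of 364 values under the alternatives, among them all 28 with the mean of probes and all 28 with a detection p-value under 0.05. List members did so in 263 of 322. Of the log2 differences of named genes that passed 1.5-fold, 525 in all, 16 of 2625 values under 5 alternatives changed sign and 961 others moved by more than 0.327, of which 365 on the unnormalized signals and 326 with no background correction. Smaller differences of these genes were not counted. Of the list medians past 1.5-fold, 6 of 882 values changed sign, and of the smaller medians 114 of 1344 did, 71 of these on the unnormalized signals.

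The distance from IWP-2 to control minus that from IWP-2 to the joined nicotinamide and P38 inhibitor arrays was -14.9% of the former. Complete linkage takes the farther member of the joined pair, and IWP-2 was nearer to the P38 inhibitor, at 81.4, than to control, at 85.7. The measure was -7.2% with scaling to the 75th percentile, -41.0% without normalization, where IWP-2 joined the P38 inhibitor first and control stood apart, -25.7% with the correlation distance, -4.9% with average linkage and -32.9% on the 1000 genes with the largest range, and turned to 2.9% on genes scaled to SD 1. The other 5 alternatives gave -11.1% to -15.9%. The overlap of nicotinamide and the P38 inhibitor, as a percent of their union, minus the larger overlap of either with IWP-2 was 12.4 percentage points among higher and 11.5 among lower genes. The causes were not tested.

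With an offset of 50, genes higher numbered 353 for nicotinamide against the P38 inhibitor. Higher list members under an offset of 50 numbered 1 Fig. 5G and 0 sarcomere genes for nicotinamide against the P38 inhibitor. Lower list members under an offset of 50 numbered 1 coagulation and 1 neural progenitor genes for nicotinamide against the P38 inhibitor, and the cause was not tested.

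With no background correction, genes higher numbered 1850, 1572, 892, 170, 639 and 432 in the order above, and genes lower numbered 982 for IWP-2 against control, 350 for nicotinamide against the P38 inhibitor, 869 for nicotinamide against IWP-2 and 638 for the P38 inhibitor against IWP-2. Venn regions under no background correction held 753 for all 3 treatments and 519 for nicotinamide and the P38 inhibitor among higher genes and 840 for all 3 treatments among lower genes, and the overlap difference was 21.0 percentage points among lower genes. Higher list members under no background correction numbered 3 neuronal genes for IWP-2 against control, 1 Fig. 5G, 0 sarcomere and 0 complex I genes for nicotinamide against the P38 inhibitor, 5 Fig. 5G genes for the P38 inhibitor against IWP-2. Lower list members under no background correction numbered 5 Fig. 5H genes for IWP-2 against control, 11 Fig. 5H, 4 hepatocyte and endoderm, 1 coagulation and 0 neural progenitor genes for nicotinamide against the P38 inhibitor, and the cause was not tested.

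With scaling to the 75th percentile, the overlap difference was 6.4 percentage points among higher genes. Higher list members under this scaling numbered 3 electron transport and 9 complex I genes for the P38 inhibitor against control, 4 Fig. 5G, 1 electron transport, 7 sarcomere and 4 complex I genes for nicotinamide against the P38 inhibitor. Lower list members under this scaling numbered 1 coagulation and 1 neural progenitor genes for nicotinamide against the P38 inhibitor, and the cause was not tested.

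Without normalization, genes higher numbered 695 for nicotinamide against control, 1 for nicotinamide against the P38 inhibitor and 81 for nicotinamide against IWP-2, and genes lower numbered 3860, 1089, 761, 6565, 3773 and 503 in the order above. Venn regions under unnormalized signals held 589 for all 3 treatments, 100 for nicotinamide and the P38 inhibitor and 6 for nicotinamide alone among higher genes and 637 for all 3 treatments and 2654 for nicotinamide alone among lower genes, and the overlap difference was -20.5 percentage points among higher genes and -24.3 percentage points among lower genes. Higher list members under unnormalized signals numbered 1 electron transport, 3 neural progenitor, 5 neuronal and 3 complex I genes for nicotinamide against control, 0 Fig. 5G, 0 sarcomere and 0 complex I genes for nicotinamide against the P38 inhibitor, 3 Fig. 5G genes for nicotinamide against IWP-2. Lower list members under unnormalized signals numbered 5 Fig. 5H and 8 G2 and mitosis genes for the P38 inhibitor against control, 4 Fig. 5H and 12 G2 and mitosis genes for IWP-2 against control, 13 heart transcription factor, 12 hepatocyte and endoderm, 6 coagulation, 5 neural progenitor and 11 neuronal genes for nicotinamide against the P38 inhibitor. Of list medians past 1.5-fold at the settings of the text, those that changed sign under unnormalized signals turned to -0.017 for BMP and TGF-β genes (nicotinamide against IWP-2) and -0.13 for kidney genes (nicotinamide against IWP-2). For nicotinamide against the P38 inhibitor, log2 differences past 1.5-fold turned to -0.18 for ACADVL, -0.21 for ETFDH, -0.21 for ID4, -0.23 for INA, -0.23 for MYL2, -0.02 for NDUFS1, -0.14 for NKX2-5, -0.12 for PGA5, -0.28 for PRDM16, -0.16 for RNA18SN5 and -0.18 for SCD5. For nicotinamide against IWP-2, log2 differences past 1.5-fold turned to -0.076 for ETFDH, -0.005 for IRX4, -0.14 for KIF5C, -0.043 for SMYD1 and -0.053 for TGFB2. This setting leaves the median differences between arrays in place by construction.

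With the mean of probes, lower members numbered 1 coagulation gene for nicotinamide against the P38 inhibitor, and the cause was not tested.

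With a 2-fold threshold, genes higher numbered 1457, 1199, 694, 109, 404 and 232 in the order above, and genes lower numbered 1544, 1390, 706, 272, 776 and 577 in the order above. Venn regions under 2-fold held 588 for all 3 treatments, 413 for nicotinamide and the P38 inhibitor and 432 for nicotinamide alone among higher genes and 560 for all 3 treatments among lower genes, and the overlap difference was 24.4 percentage points among lower genes. Higher list members under 2-fold numbered 9 complex I genes for nicotinamide against control, 0 electron transport and 2 complex I genes for the P38 inhibitor against control, 0 electron transport, 3 neuronal and 2 complex I genes for IWP-2 against control, 0 Fig. 5G, 0 sarcomere and 1 complex I genes for nicotinamide against the P38 inhibitor, 4 Fig. 5G genes for the P38 inhibitor against IWP-2. Lower list members under 2-fold numbered 4 Fig. 5H and 7 G2 and mitosis genes for the P38 inhibitor against control, 3 Fig. 5H and 3 G2 and mitosis genes for IWP-2 against control, 3 heart transcription factor, 3 hepatocyte and endoderm, 1 coagulation, 1 neural progenitor and 2 neuronal genes for nicotinamide against the P38 inhibitor. The threshold itself lowers these counts.

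Without the detection filter and floor, genes higher numbered 962 for nicotinamide against the P38 inhibitor, and genes lower numbered 1162 for nicotinamide against the P38 inhibitor. Venn regions under no detection filter held 608 for nicotinamide alone among lower genes. Of list medians past 1.5-fold at the settings of the text, those that changed sign under no detection filter turned to -0.007 for skeletal muscle genes (nicotinamide against control), 0.12 for neural crest genes (IWP-2 against control), -0.025 for skeletal muscle genes (IWP-2 against control) and -0.13 for kidney genes (nicotinamide against IWP-2). More genes are counted here by construction.

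Over genes detected on all 4 arrays, genes lower numbered 1561 for the P38 inhibitor against control, 1126 for IWP-2 against control, 904 for nicotinamide against IWP-2 and 634 for the P38 inhibitor against IWP-2. Venn regions under detection on all 4 arrays held 780 for all 3 treatments among lower genes. Fewer genes are counted here by construction.

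With probes counted, probes higher numbered 4515, 4002, 2430, 1064, 2347 and 1737 in the order above, and probes lower numbered 3738 for the P38 inhibitor against control and 2820 for IWP-2 against control. Venn regions under a count of probes held 1971 for all 3 treatments, 1249 for nicotinamide and the P38 inhibitor and 1153 for nicotinamide alone among higher probes and 1036 for nicotinamide and the P38 inhibitor among lower probes. Several probes of a gene count here more than once.

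With 2-fold and no background correction, chosen after the counts were seen, genes higher numbered 791, 670, 376, 26, 144 and 89 in the order above, and genes lower numbered 965, 808, 262, 92, 444 and 320 in the order above. Venn regions under this combination held 331 for all 3 treatments, 228 for nicotinamide and the P38 inhibitor and 222 for nicotinamide alone among higher genes and 234 for all 3 treatments and 233 for nicotinamide alone among lower genes, and the overlap difference was 39.2 percentage points among lower genes. The threshold accounts for part of this by construction.

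With these and no detection filter, also chosen after, genes higher numbered 826, 699, 390, 26, 145 and 90 in the order above, and genes lower numbered 1084, 858, 264, 101, 498 and 343 in the order above. Venn regions under the second combination held 342 for all 3 treatments, 239 for nicotinamide and the P38 inhibitor and 235 for nicotinamide alone among higher genes and 238 for all 3 treatments among lower genes, and the overlap difference was 40.3 percentage points among lower genes. The threshold again accounts for part of this by construction.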

Differences from the paper's values

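The methods give a threshold of 1.5-fold or 2-fold and do not say which the Venn diagrams used, so counts at 1.5-fold are set here beside the paper's with the threshold open. Of the settings named, the 2 that combine 2-fold with no background correction, and the clustering of scaled genes, were chosen after the values were seen, and the 11 alternatives for the counts had been set before the data were examined.

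Genes higher under all 3 treatments number 644 in the paper and 1227 here. The count lay within 1.5 times the paper's with no background correction (753), on the unnormalized signals (589) and with a 2-fold threshold (588), and not under the other 8 alternatives. Genes lower under all 3 number 562 in the paper and 1377 here, and lay within 1.5 times with no background correction (840), on the unnormalized signals (637), with a 2-fold threshold (560) and over genes detected on all 4 arrays (780), and not under the other 7. Genes higher with nicotinamide and the P38 inhibitor but not IWP-2 number 446 in the paper and 800 here, and lay within 1.5 times with no background correction (519), scaling to the 75th percentile (646), a 2-fold threshold (413) and detection on all 4 arrays (661), and not under the other 7.

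Smaller regions were read by eye from the figures. Genes higher with the P38 inhibitor alone number about 180 in Fig. 5C of the paper and 358 here, and came within 1.5 times with no background correction (256) and a 2-fold threshold (168) and not under the other 9 alternatives. For genes higher with IWP-2 alone the values are about 60 in Fig. 5C of the paper and 108 here, with 5 alternatives within 1.5 times, an offset of 50 (87), no background correction (60), the unnormalized signals (88), a 2-fold threshold (52) and detection on all 4 arrays (66), and the other 6 not. For genes lower with IWP-2 alone they are about 53 in Fig. 5D of the paper and 190 here, with no background correction (43) and a 2-fold threshold (53) within and the other 9 not. Nicotinamide and IWP-2 without the P38 inhibitor share about 36 higher genes in Fig. 5C of the paper and 90 here, and about 44 lower genes in Fig. 5D of the paper and 113 here. No background correction (35 and 52) and a 2-fold threshold (24 and 36) came within 1.5 times of both, and the other 9 of neither. The P38 inhibitor and IWP-2 without nicotinamide share about 42 higher genes in Fig. 5C of the paper and 82 here, within 1.5 times with an offset of 50 (56), no background correction (44), a 2-fold threshold (30) and detection on all 4 arrays (60) and not under the other 7, and about 28 lower genes in Fig. 5D of the paper and 187 here, where none of the 11 alternatives came within, the nearest being no background correction (47) and 2-fold (57).

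Over the 14 regions, the 2-fold threshold put 13 within 1.5 times the paper's counts and no background correction 12, against 4 at the settings used in the text. The 2 settings chosen after the values were seen that combine both gave 331 and 342 genes higher and 234 and 238 lower under all 3, below the paper's counts, and 10 and 8 genes lower with the P38 inhibitor and IWP-2 without nicotinamide, so they did not close that gap.

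In Fig. 5A the paper's tree joins IWP-2 to nicotinamide and the P38 inhibitor and leaves control apart, whereas here control and IWP-2 joined each other, although nicotinamide and the P38 inhibitor were the closest pair in both. Scaling each gene to SD 1, chosen after the distances were seen, gave the order of Fig. 5A, and the unnormalized signals also left control apart, but with IWP-2 and the P38 inhibitor as the closest pair. The other 9 alternatives set before the data were examined did not leave control apart.

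The paper states that 7 genes of electron transport were raised by nicotinamide in particular. All 7 were at least 1.5-fold above control with nicotinamide here, but so were 5 with the P38 inhibitor and 4 with IWP-2, and none was 1.5-fold higher with nicotinamide than with either. Their medians were in the paper's direction, 1.35-fold above the P38 inhibitor and 1.43-fold above IWP-2, with log2 values of -0.41 and -0.13 on the unnormalized signals, where the all-gene medians are -0.68 and -0.45. With a 2-fold threshold NDUFB9, NDUFA13, ATP5PF, NDUFS3 and NDUFA3 passed with nicotinamide, and none of the 7 passed with the P38 inhibitor or IWP-2. That is the paper's pattern, at the threshold whose Venn counts most often lay within 1.5 times the paper's. Scaling to the 75th percentile left 3 above control with the P38 inhibitor and put 1, ETFB, 1.5-fold above the P38 inhibitor. The paper relates the genes lower with nicotinamide and the P38 inhibitor to blood vessel development, among other terms. A list of its signals, which is not the paper's gene set, gave that region 1 of 28 members, where 1.47 would fall by its share of all genes, and the region lower under all 3 treatments 8 of 28, where 3.15 would. For the paper's steroid metabolism, the sterol synthesis list gave the first region 7 of 19, where 1 would fall, and the list of steroid and bile acid metabolism 1 of 11, where 0.58 would. For the paper's inflammatory response, the acute phase list gave 4 of 15, where 0.79 would fall, but 2 of these 4, AHSG and SERPINA1, are also among the 10 of 23 hepatocyte and endoderm markers in that region. The paper relates the genes higher with nicotinamide and the P38 inhibitor but not IWP-2 to heart development. The sarcomere, heart transcription factor and calcium handling lists, which are not the paper's gene sets, gave that region little more than its share of all genes.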

Other observations

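All tests of explanations reported here were chosen after the results were seen, whereas the lists and their alternatives were not. The spread given with a test is a scaled median absolute deviation across genes, divided by the square root of their number. For the small RNAs it uses the interquartile range, and for a ratio it holds the error of the IWP-2 median only. It takes genes as independent, which they are not, and does not measure the spread between cultures. At day 10, after the compounds had been withdrawn on day 5, WNT genes were split, with 10 higher and 6 lower of 27 with nicotinamide, 9 higher and 5 lower with the P38 inhibitor, and 8 higher and 2 lower of 26 with IWP-2, and a nicotinamide median of 0.27 that turned to -0.19 on the unnormalized signals, where the median over all genes is -0.36. WNT2, a ligand of the heart field, was at least 20.8-fold, at least 23.6-fold and at least 8.10-fold higher with nicotinamide, the P38 inhibitor and IWP-2, CTNNB1, the gene of β-catenin, 3.56-fold, 2.82-fold and 2.67-fold higher, and AXIN2, a target of the canonical pathway, 4.79-fold, 3.52-fold and 1.64-fold higher. The pepsinogen gene PGA5 was at least 47.9-fold, at least 28.7-fold and at least 9.46-fold higher, among the largest bounds. MT1G, a metallothionein, was at least 24.6-fold and at least 29.5-fold lower with nicotinamide and the P38 inhibitor but 2.44-fold higher with IWP-2, and HBG2, a fetal globin, at least 32.1-fold and at least 38.6-fold lower but 1.95-fold higher. Between nicotinamide and the P38 inhibitor, TGFBI was at least 24.3-fold lower with nicotinamide, DLK1, a marker of progenitors in the fetal liver and mesenchyme, at least 14.1-fold lower and LUM, a proteoglycan of connective tissue, 5.65-fold lower.

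HOX genes, which mark position along the body axis, were lower in 9 of 10, 10 of 11 and 9 of 10 detected members with nicotinamide, the P38 inhibitor and IWP-2 and higher in none, and HOXB5 was 36.4-fold, 11.3-fold and 1.68-fold lower. For HOXB6 a second detected probe lay above control, by log2 differences of 0.978 with nicotinamide and 0.712 with IWP-2, whereas the probe used lay below it. Of 33 listed HOX genes, 24 had a named probe. Genes of the interferon response were lower in 9 of 17, 11 of 17 and 8 of 17 members, with IFITM1, which blocks virus entry, 13.4-fold, 5.53-fold and 3.47-fold lower and BST2, which tethers viruses at the membrane, 7.98-fold, 4.98-fold and 2.22-fold lower. Pluripotency genes were lower in 9 of 10, 8 of 10 and 6 of 9, with DPPA4 3.80-fold, 3.55-fold and 3.02-fold lower. The medians of these 3 lists were below control under each scaling of the arrays.

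The other lists gave median log2 differences from control with nicotinamide, the P38 inhibitor and IWP-2, in that order, as follows, and these medians had the same sign under each scaling of the arrays. Muscle and heart lists gave 2.79, 2.46 and 2.73 for ventricular markers, 1.85, 1.79 and 1.29 for skeletal muscle, with 3 detected members and a sign that turned for nicotinamide and IWP-2 with no detection filter, and 3.17, 2.67 and 2.22 for the genes named with Fig. 2E. Lists of other cell types gave -1.12, -1.18 and -0.84 for epicardial markers, -1.21, -0.31 and -0.63 for neural crest, whose IWP-2 sign turned with no detection filter, -0.97, -1.20 and -0.27 for epithelial markers and -1.74, -1.71 and -0.27 for the lineage genes of Fig. 1B. Metabolic and stress lists gave -1.36, -1.62 and -0.67 for lipid transport, -1.39, -1.66 and -0.43 for the acute phase, -0.83, -0.68 and -0.12 for sterol synthesis, -0.31, -0.59 and -0.54 for steroid and bile acid metabolism, -1.14, -1.17 and 0.83 for oxygen carriers, -0.41, -0.37 and -0.26 for the unfolded protein and amino acid response, and -0.21, -0.22 and -0.05 for the cytosolic ribosome.

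Medians whose sign turned under at least 1 scaling in at least 1 treatment, and for which no direction is given, were 0.21, 0.32 and 0.36 for smooth muscle, 0.37, -0.44 and -0.03 for atrial and nodal markers, 0.16, -0.57 and -0.38 for haematopoietic markers, 0.17, 0.00 and -0.19 for mesoderm progenitors, 0.09, -0.62 and -0.52 for kidney markers, 0.35, 0.17 and 0.23 for the mitochondrial ribosome, -0.003, -0.09 and 0.02 for cell cycle inhibitors and p53 targets, 0.03, -0.08 and -0.09 for the kinases of Fig. 3D, 0.03, 0.23 and 0.07 for NAD metabolism, sirtuins and PARPs, 0.24, -0.06 and 0.18 for heat shock and oxidative stress, -0.66, -0.08 and -0.28 for hypoxia, 0.05, 0.08 and -0.24 for basement membrane and matrix, and -0.06, 0.01 and -0.01 for reference genes.

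Hepatocyte and endoderm markers lay closer to control with IWP-2, at 11 of 23 members lower and a median of -0.57, than with nicotinamide and the P38 inhibitor, at -6.34 and -5.63. Normalization and background correction are argued against as the cause, since on the unnormalized signals the medians of this list were -0.474 (spread 0.14) with IWP-2, -5.45 with nicotinamide and -4.22 with the P38 inhibitor. Bright probes near the top of the scale may hide part of a lower level with IWP-2. For the 9 of 22 members with a control signal under 5000 the IWP-2 median was 37.8% of the nicotinamide median (spread 13.2), too close to the bound of 50 to exclude this. In the nicotinamide comparison 12 of the 22 members were taken at the floor, which caps their difference, so this ratio may be too high. Endoderm-derived cells may also have kept their share with IWP-2. That ratio was also taken over 51 other genes of the coagulation, lipid transport and acute phase lists, several also made by other cell types. It was 49.7% (spread 7.4), on the bound itself. The floor caps differences here too, with 15 of the 23 coagulation genes taken at it in the nicotinamide comparison. Without the floor the nicotinamide medians of the whole lists were -3.442, -2.398 and -2.039, against -2.382, -1.358 and -1.392 with it. The IWP-2 medians were -1.061, -0.674 and -0.46 without it. This ratio may thus also be too high, so its place on the bound does not decide. Neither explanation can be told apart from the other or from a difference within cells, with the hepatocyte list's TTR at 14.19 and FGB at 13.42 on the log2 scale with IWP-2.

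G2 and mitosis genes lay lower with nicotinamide than with the P38 inhibitor. On the normalized values, genes of like signal did not share this shift, since the median of -1.18 lay below the middle 95% of matched random lists, -0.11 to 0.17. Quantile normalization keeps such lists near no difference by construction, so this does not decide whether the lower brightness of the nicotinamide array plays a part. A smaller share of mesenchymal cells with nicotinamide cannot be told apart from a change within cells, since the median of the mesenchymal and fibroblast list minus that of the G2 and mitosis list was -0.151, within its spread of 0.36 from 0. Of the mesenchymal list's most abundant members, picked after their values were seen, ITGB1 and VIM, which many cell types express, had log2 values of 13.54 against 13.61 and 13.01 against 13.60 with nicotinamide and the P38 inhibitor, and COL3A1 and COL1A2, fibrillar collagens, 11.67 against 12.96 and 9.10 against 11.66. Of the 22 detected markers, 8 are also in other lists, and the lower proliferation that the paper proposes was not tested apart from this and remains open.

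Genes of 18S and 28S rRNA and of U1, U3 and U4 RNA, picked after their values were seen, were higher on the control array by 1.74 to 4.46 on the log2 scale. A larger yield of RNA without a poly(A) tail of every kind is argued against, since 21 other such small RNAs had a median of 0.409 (spread 0.133), with 10 at least 1.5-fold higher and 2 lower in control. A difference in the labelled RNA of some such RNAs remains open, since RNU4ATAC, outside the classes picked, lay 2.12 higher in control and RNU6-1 0.12, both also picked after, and no biological explanation was tested.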
